# Wilson Disease: Intersecting DNA Methylation and Histone Acetylation Regulation of Gene Expression in a Mouse Model of Hepatic Copper Accumulation

**DOI:** 10.1016/j.jcmgh.2021.05.020

**Published:** 2021-06-04

**Authors:** Gaurav V. Sarode, Kari Neier, Noreene M. Shibata, Yuanjun Shen, Dmitry A. Goncharov, Elena A. Goncharova, Tagreed A. Mazi, Nikhil Joshi, Matthew L. Settles, Janine M. LaSalle, Valentina Medici

**Keywords:** Copper, Liver, Histone Deacetylase, Metabolism, -ac suffix, acetylated, AICAR, 5-aminoimidazole-4-carboxamide-1-β-D-ribofuranoside, AMPK, adenosine monophosphate-activated protein kinase, cAMP, cyclic AMP, C3H, C3HeB/FeJ, ChIP-seq, chromatin immunoprecipitation sequencing, DMR, differentially methylated region, ER, endoplasmic reticulum, HDAC, histone deacetylase, HepG2, hepatoma G2, HFD, 60% kcal fat diet, H3K, histone-3-lysine, -me3 suffix, trimethylated, p- prefix, phosphorylated, PBS, phosphate-buffered saline, PCA, D-penicillamine, PPAR, peroxisome proliferator-activated receptor, qPCR, quantitative polymerase chain reaction, RNA-seq, RNA sequencing, SAH, S-adenosylhomocysteine, TBST, tris-buffered saline with Tween-20, TF, transcription factor, tx-j, Jackson Laboratory toxic milk mouse C3He-Atp7b^tx-J^/J, WD, Wilson disease

## Abstract

**Background & Aims:**

The pathogenesis of Wilson disease (WD) involves hepatic and brain copper accumulation resulting from pathogenic variants affecting the *ATP7B* gene and downstream epigenetic and metabolic mechanisms. Prior methylome investigations in human WD liver and blood and in the Jackson Laboratory (Bar Harbor, ME) C3He-Atp7b^tx-j^/J (tx-j) WD mouse model revealed an epigenetic signature of WD, including changes in histone deacetylase (HDAC) 5. We tested the hypothesis that histone acetylation is altered with respect to copper overload and aberrant DNA methylation in WD.

**Methods:**

We investigated class IIa HDAC4 and HDAC5 and H3K9/H3K27 histone acetylation in tx-j mouse livers compared with C3HeB/FeJ (C3H) control in response to 3 treatments: 60% kcal fat diet, D-penicillamine (copper chelator), and choline (methyl group donor). Experiments with copper-loaded hepatoma G2 cells were conducted to validate *in vivo* studies.

**Results:**

In 9-week tx-j mice, HDAC5 levels increased significantly after 8 days of a 60% kcal fat diet compared with chow. In 24-week tx-j mice, HDAC4/5 levels were reduced 5- to 10-fold compared with C3H, likely through mechanisms involving HDAC phosphorylation. HDAC4/5 levels were affected by disease progression and accompanied by increased acetylation. D-penicillamine and choline partially restored HDAC4/5 and H3K9ac/H3K27ac to C3H levels. Integrated RNA and chromatin immunoprecipitation sequencing analyses revealed genes regulating energy metabolism and cellular stress/development, which, in turn, were regulated by histone acetylation in tx-j mice compared with C3H mice, with *Pparα* and *Pparγ* among the most relevant targets.

**Conclusions:**

These results suggest dietary modulation of class IIa HDAC4/5, and subsequent H3K9/H3K27 acetylation/deacetylation can regulate gene expression in key metabolic pathways in the pathogenesis of WD.

**Summary**

Histone deacetylases 4 and 5 are involved in the epigenetic regulation of key Wilson disease (WD) metabolic pathways and are targets sensitive to dietary modulations. Understanding epigenetic mechanisms in WD contributes to better comprehension of WD phenotypic variability and other common liver conditions.

Wilson disease (WD) is a systemic disease caused by the inheritance of recessive mutations affecting the *ATP7B* copper transporter gene. As a result of transporter loss of function, copper accumulates predominantly in the liver and the brain. Although hepatic and neurologic signs and symptoms are the most common manifestations, any organ can be affected with various degrees of involvement. The growing knowledge about WD pathogenesis has also contributed to the understanding of more common conditions, including alcohol-associated liver disease, nonalcoholic fatty liver, and autoimmune hepatitis,^1^, ^2^, ^3^ as the involved pathogenic pathways partially overlap and the clinical and laboratory presentations have common features.^4^, ^5^, ^6^ Although the genetic deficiency in WD causes copper accumulation, gene variants themselves do not explain the whole array of clinical manifestations as there is no evidence of genotype–phenotype correlation.^7^ Given the similarity of systemic involvement and hepatic phenotypes with other metabolic liver diseases, WD is ideal for understanding the mechanisms leading to epigenetic and metabolic dysregulation during disease onset and progression as well as the extent of organ involvement. Moreover, genetic mouse models of hepatic copper accumulation replicate many of the metabolic derangements observed in human beings.^8^, ^9^, ^10^, ^11^

One-carbon metabolism and DNA methylation are among the processes identified as being aberrant in WD, with specific patterns distinguishing WD from other liver diseases.^12^^,^^13^ The mechanism underlying the connection between copper accumulation and methionine metabolism involves an inhibitory effect of copper on the enzyme S-adenosylhomocysteine (SAH) hydrolase with consequent accumulation of SAH; SAH can interfere with DNA methylation mechanisms by inhibiting DNA methyltransferases. DNA methylation alterations are observed in patients with WD and in the Jackson Laboratory toxic milk mouse C3He-Atp7b^tx-j^/J (tx-j), a model of spontaneous hepatic copper accumulation.^9^ Hypermethylated differentially methylated regions (DMRs) were enriched in enhancer sites, suggesting functional relevance of methylation changes affecting gene expression regulation. DNA methylation changes partially overlapped between patients and mice; changes were evident in fetal and adult mouse livers^10^ as well as in human blood and liver, indicating a universal presence of DNA methylation alterations characterizing WD.

Furthermore, mechanistically meaningful pathways were identified from DNA methylation analyses that could lead to a deeper understanding of WD pathogenesis. Interestingly, among the identified regulatory genes, histone deacetylase 5 (*HDAC5*) was hypermethylated in the gene body both in blood and liver tissue from patients with WD compared with healthy subjects. HDACs, which are categorized into classes I–IV, catalyze histone deacetylations, resulting in epigenetic chromatin modifications that inhibit gene expression. HDAC5 is a class IIa enzyme shuttled between the nucleus and cytosol when phosphorylated in a rapid response to various environmental stimuli, including nutrients, inflammation, and oxidative stress.^14^ Therefore, in addition to DNA methylation, HDACs can be considered an interface between nutrition and gene expression regulation. Increasing evidence from cancer literature indicates a multi-layered interplay between chromatin structure, histone acetylation, and DNA methylation. Inhibition of DNA methyltransferases or HDACs is known to have synergistic effects on cellular replication and differentiation, as observed in *in vitro* cancer models.^15^^,^^16^ Histone post-translational modifications, including trimethylation of histone-3-lysine sites (H3K9me3 and H3K27me3), are commonly known to be associated with regulatory loci.

There is growing interest regarding the role of epigenetic mechanisms in metabolic conditions whose presentation and liver involvement can mimic WD. Hepatic class I and class II HDAC transcript levels and activities are affected by ethanol consumption in a mouse model of alcoholic liver disease and HDAC levels are dysregulated at the promoter of genes critical for liver damage progression.^17^ Alcohol-induced histone 3 acetylation has been studied extensively in alcoholic liver disease and it appears to play a role in the progression of fibrosis.^18^^,^^19^ HDAC5 changes have also been implicated in liver damage when C57Bl/6 mice were fed a high-fat diet.^20^ Acetylated H3K9 (H3K9ac) and 5-methylcytosine levels were altered at regulatory loci of aging-associated genes in mouse livers.^21^ There is, however, a lack of knowledge in WD about the network involving methyl group availability and its effects on histone acetylation. This is crucial information as in-depth understanding of epigenetic mechanisms and their cross-talk with metabolic factors and gene expression regulation will contribute to a better understanding of WD phenotypic variability as well as the metabolic underpinnings of more common liver conditions with similar hepatic presentations. In this study, we tested the hypothesis that hepatic copper levels and methyl group availability interact with HDAC5 and histone acetylation in regulating gene transcript levels in animal models of WD.

## Results

### Histone Deacetylase 5 Is Downregulated in Multiple Models of WD

To test the hypothesis that epigenetic changes to *HDAC5* resulted in changes to protein levels, Western blot analyses were performed in multiple *in vivo* and *in vitro* models of WD (Figure 1, animal study design). First, HDAC5 protein levels were reduced in tx-j livers compared with C3HeB/FeJ (C3H) control mice (Figure 2*A*, Supplementary Figure 1*A*). At 6 days postpartum, when hepatic copper levels are still normal, hepatic HDAC5 levels were approximately 1.3-fold lower in tx-j mice. The difference became progressively more significant, concomitantly with copper accumulation. Hepatic HDAC5 levels were approximately 5-fold lower in 12-week-old tx-j mice to 10-fold lower in 24-week-old tx-j mice compared with C3H. Similarly, class IIa histone deacetylase HDAC4 also was reduced in tx-j mouse livers, indicating a widespread effect on class II HDACs. HDAC4 showed reduced expression at the latest stages of disease progression from 12 to 24 weeks of age. In the *Atp7b*^-/-^ mouse model of WD, HDAC4 and HDAC5 levels also were reduced significantly in 16-week-old *Atp7b*^-/-^ compared with wild-type mice (Figure 2*B*, Supplementary Figure 1*B*).

**Figure 1:**
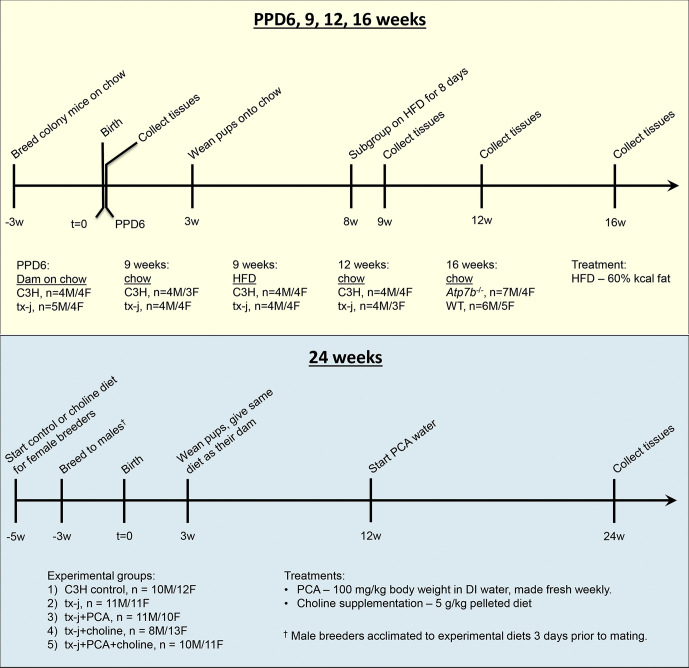
**Animal study design.** C3H, C3HeB/FeJ; DI, deionized; HFD, high-fat diet; PCA, D-penicillamine; PPD6, postpartum day 6; tx-j, C3He-Atp7b^tx-j^/J; WT, wild-type.

**Figure 2:**
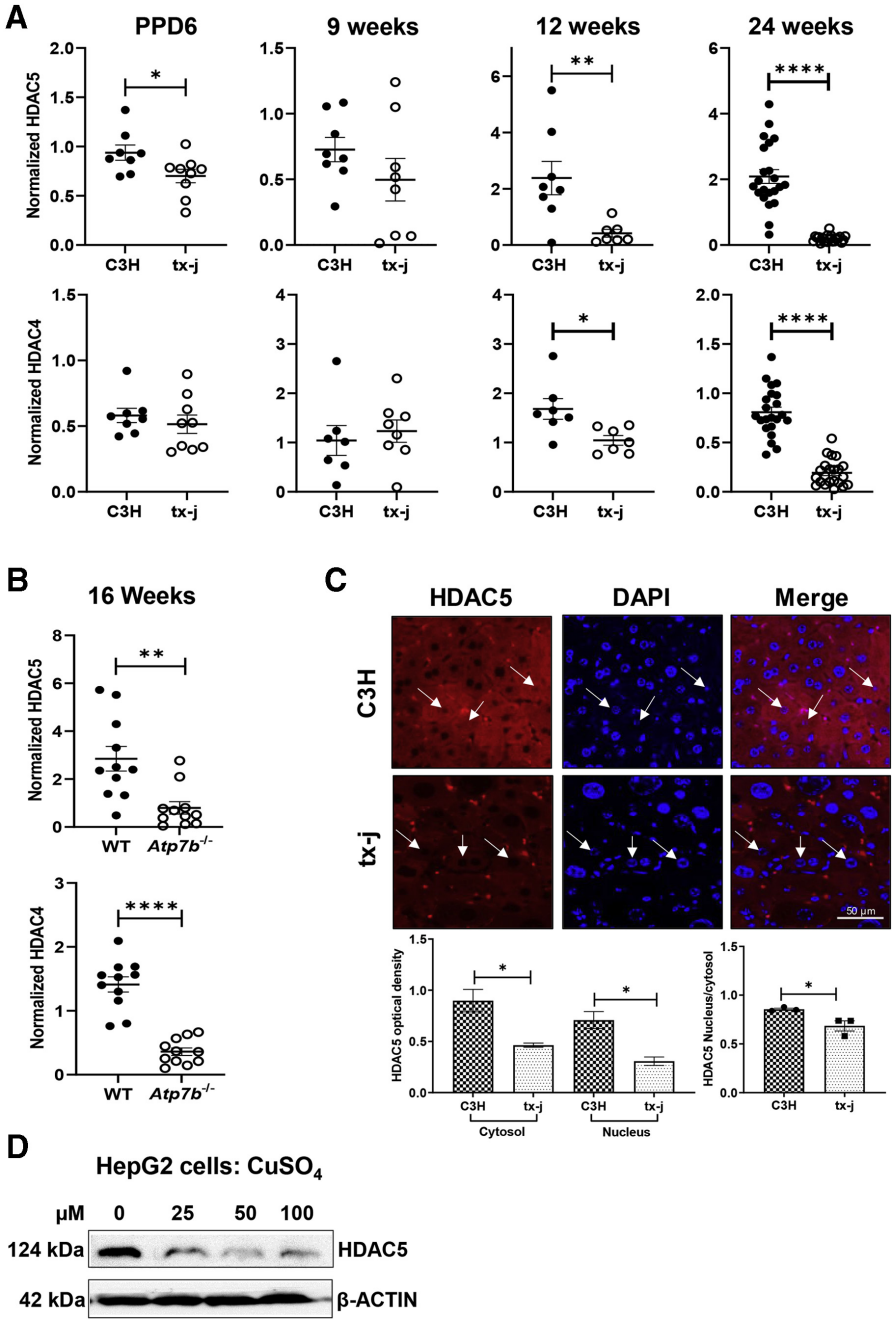
**Expression of HDAC4 and HDAC5 in mouse and HepG2 models of WD.** Immunoblot densitometry analyses are normalized to β-actin; data are represented as means ± SEM and statistical significance was determined by Student's *t-*test (∗*P* < .05, ∗∗*P* < .01, and ∗∗∗∗*P* < .0001). (*A*) Total protein liver lysate densitometries for HDAC4 and HDAC5 protein expression in tx-j mice compared with C3H control at postpartum day 6 (PPD6; C3H, n = 4 males/4 females; tx-j, n = 5 males/4 females), 9 weeks (C3H, n = 4 males/3 females; tx-j, n = 4 males/4 females), 12 weeks (C3H, n = 4 males/4 females; tx-j, n = 4 males/3 females), and 24 weeks (C3H, n = 10 males/12 females; tx-j, n = 11 males/11 females). (*B*) Total protein liver lysate densitometry analyses for HDAC4 and HDAC5 protein expression in 16-week-old *Atp7b*^-/-^ mice (n = 7 males/4 females) and wild-type (WT, n = 6 males/5 females). (*C*) Immunohistochemical analysis of 24-week-old C3H and tx-j mouse livers for HDAC5 (red) and 4′,6-diamidino-2-phenylindole (DAPI, blue). Images display cytosolic and nuclear HDAC5 localization. *White arrows* indicate nuclei. *Scale bar*: 50 μm. Bar graphs represent HDAC5 optical density in cytosol, nuclei, and the nucleus/cytosol ratio; n = 3 mice/group, 60 cells/mouse. (*D*) HDAC5 immunoblot of HepG2 cell lysates treated with CuSO_4_ (0–100 μmol/L; n = 3 per treatment) for 24 hours.

We then compared HDAC5 subcellular localization in liver tissue of C3H and tx-j mice by immunohistochemistry, observing reduced total HDAC5 signals in tx-j mice compared with C3H for both nuclear and cytoplasmic fractions (Figure 2*C*, Supplementary Figure 1*C*). The HDAC5 signal intensity of the nucleus/cytosol ratio was reduced significantly in tx-j mice.

In an *in vitro* WD model, copper-loaded hepatoma G2 (HepG2) cells also demonstrated reduced HDAC5 levels compared with control, indicating a direct effect of copper on reduced HDAC5 levels, independent from hepatic inflammation or fibrosis (Figure 2*D*). HDAC5-activator isoproterenol, previously shown to cause decreased hepatic and cardiac copper levels in male Wistar rats,^22^ increased HDAC5 levels in a dose-dependent manner when applied to copper-loaded HepG2 cells (Supplementary Figure 1*D*). Together, these results indicate *Atp7b* mutation-induced copper accumulation reduces class IIa histone deacetylases HDAC4 and HDAC5 in WD.

### Activation of Adenosine Monophosphate -Activated Protein Kinase (AMPK) Signaling Is Associated With HDAC5 Phosphorylation in tx-j Mice

We hypothesized the AMPK-HDAC5 regulatory pathway, previously studied in diabetes and cardiovascular disease,^23^ may be involved with the reduction of HDAC5 levels in WD mice, since activated AMPK signaling has been reported in animal models of copper accumulation.^24^ When AMPK is phosphorylated (pAMPK), it becomes active and can phosphorylate HDAC5 (pHDAC5) in the nucleus, marking HDAC5 for cytosolic exportation and possible degradation. AMPK and pAMPK protein and transcript levels were examined in livers of 24-week-old tx-j mice compared with C3H (Figure 3*A* and *B*, Supplementary Figure 2*A*). AMPK and pAMPK protein and transcript levels were increased significantly in tx-j mice compared with C3H, consistent with the hypothesis. When compared with total protein levels, pAMPK and pHDAC5 ratios were increased significantly in tx-j mice relative to total AMPK and total HDAC5, respectively, whereas no significant difference was observed in C3H mice (Figure 3*C*).

**Figure 3:**
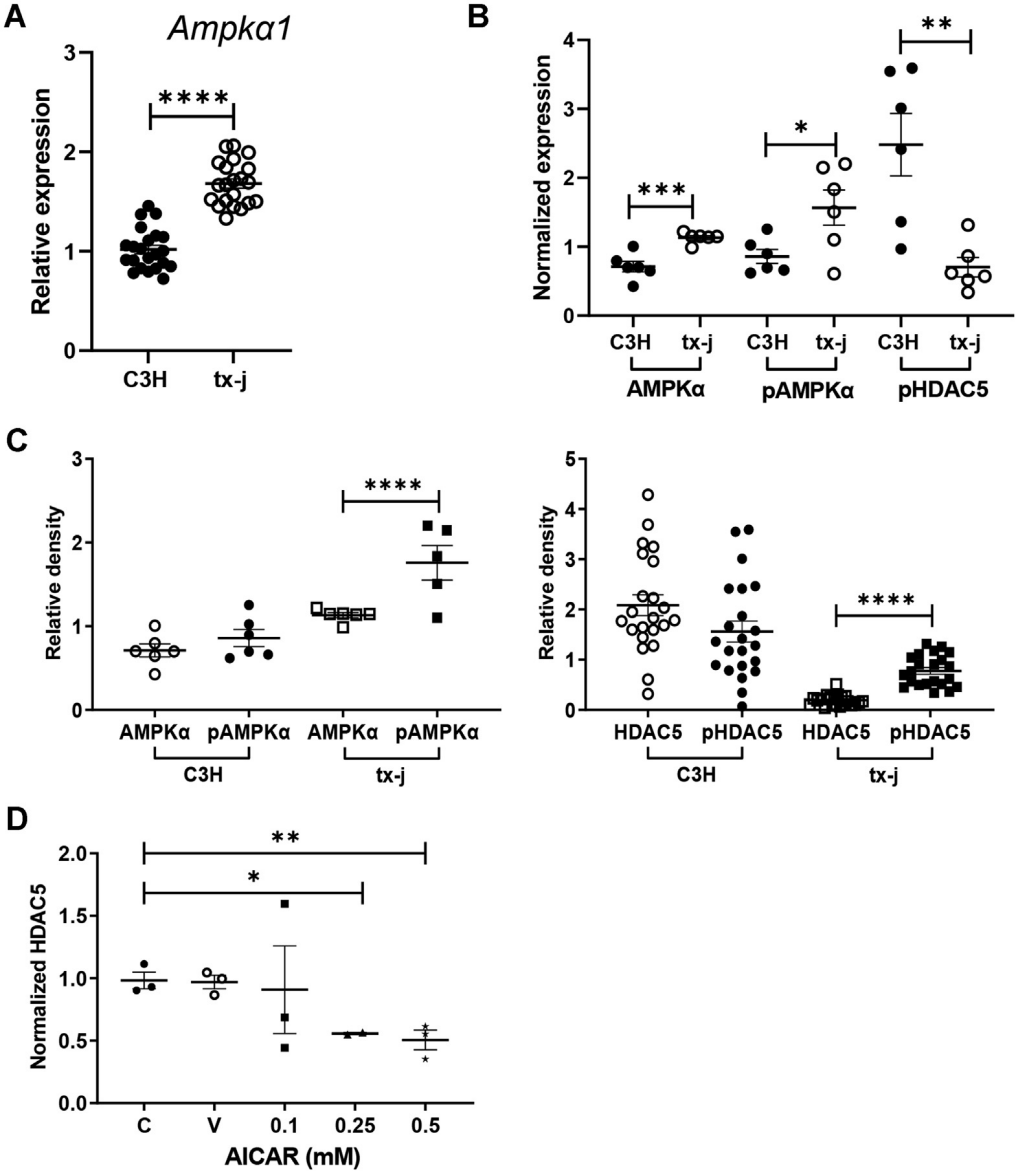
**Activation of AMPKα signaling in 24-week-old tx-j mice and HepG2 cells.** Data are represented as means ± SEM. Statistical significance was determined by Student's *t-*test (∗*P* < .05, ∗∗*P* < .01, and ∗∗∗∗*P* < .0001). (*A*) Transcript levels of *Ampka1* normalized to *Gapdh* (C3H, n = 10 males/12 females; tx-j, n = 11 males/11 females). (*B*) Immunoblot densitometries of total AMPKα, pAMPKα, and pHDAC5 in total protein liver lysates obtained from 24-week-old C3H (n = 3 males/3 females) and tx-j (n = 3 males/2 females). Densitometry values were normalized to β-actin. (*C*) Relative density comparisons of total AMPKα with pAMPKα and total HDAC5 with pHDAC5, normalized to β-actin, in 24-week-old C3H and tx-j mice. (*D*) HDAC5 immunoblot densitometry analysis, normalized to β-actin, of HepG2 cell lysates treated with 50 μmol/L CuSO_4_ for 24 hours, followed by AICAR treatment (0–0.5 mmol/L; n = 3 per dose), an AMPK activator, for 24 hours. C, control; V, treated with vehicle (DMSO) only.

To determine whether activation of endogenous AMPK results in decreased HDAC5, HepG2 cells were loaded with CuSO_4_ followed by treatment with 5-aminoimidazole-4-carboxamide-1-β-D-ribofuranoside (AICAR), an AMPK activator, for 24 hours. AICAR treatment decreased HDAC5 protein levels in a dose-dependent manner (Figure 3*D*, Supplementary Figure 2*B*).

These results confirm activated AMPK is associated with increased pHDAC5 in tx-j mice compared with C3H and is the likely explanation for lower tx-j levels of HDAC5.

### HDAC4/HDAC5 Deficiency in WD Models Is Restored Through Copper Chelation and Dietary Methyl Donors

We next tested whether or not deficient HDAC5 levels in tx-j mice could be restored through interventions that reduce copper levels or increase methyl group donors. Twelve-week provision of D-penicillamine (PCA), a copper chelator, was associated with a significant increase in hepatic HDAC4 and HDAC5 levels, similar to choline supplementation (methyl group donor). However, combined treatment of PCA and choline only restored HDAC4 levels and not HDAC5 levels (Figure 4*A*). Acetylation and methylation status in response to PCA or choline treatments were examined by assessing total histone 3 acetylation as well as histone acetylation and methylation marks H3K9 and H3K27. Consistent with reduced HDAC4 and HDAC5 levels, H3ac, H3K9ac, and H3K27ac levels were increased in livers of tx-j mice compared with C3H, with H3K27ac changes the most prominent. PCA intervention counteracted histone acetylation and methylation mark effects, with restoration of H3K9ac and H3K27ac to C3H levels most apparent with combined treatments; however, total H3 acetylation remained unaffected (Figure 4*B*, Supplementary Figure 3). This implies the H3 acetylation response to PCA is specific to H3K9 and H3K27. H3K27me3 and H3K9me3 were reduced significantly in tx-j compared with C3H mouse livers, and PCA restored H3K9me3 and H3K27me3 to levels observed in C3H livers (Figure 4*C*). In contrast, choline supplementation alone was not associated with any changes in histone acetylation and methylation marks. The reduced levels of H3K9ac and H3K27ac and increased levels of H3K9me3 and H3K27me3 in the PCA+choline group compared with untreated tx-j, therefore, were likely an effect of PCA alone and not the combined effect of the 2 interventions. As histone acetylation is dynamically regulated by the balance between histone acetyltransferase and HDAC activities, it is worth noting *Hat1* hepatic transcript levels were increased in tx-j mice at baseline with no significant effects induced by the interventions (Figure 4*D*).

**Figure 4:**
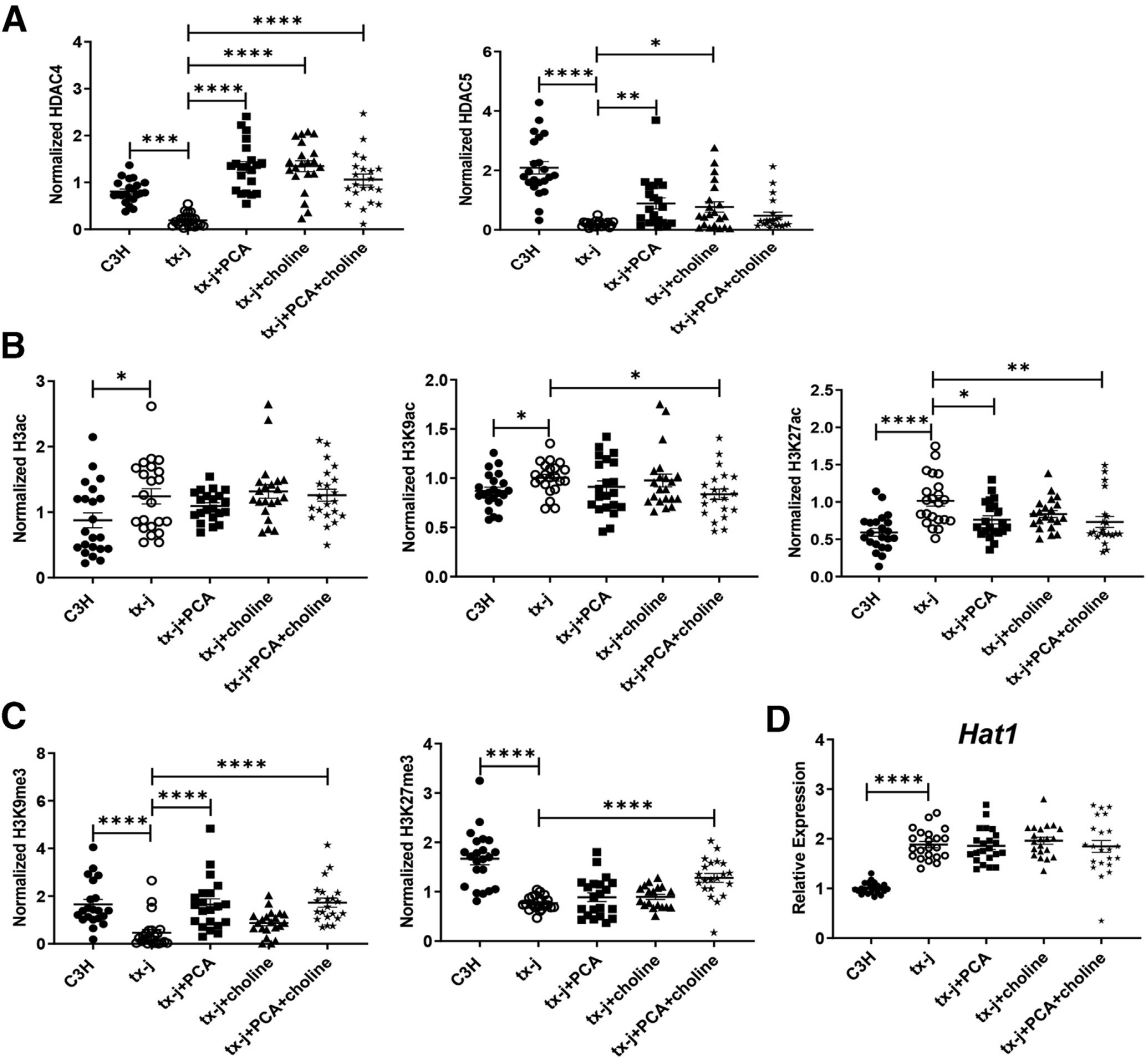
**HDAC4 and HDAC5 downregulation is associated with increased histone acetylation and impaired methylation.** Total protein liver lysate analyses of 24-week-old C3H (n = 10 males/12 females) and tx-j mice (n = 11 males/11 females), and tx-j mice treated with PCA (n = 11 males/10 females), choline (n = 8 males/13 females), and PCA+choline (n = 10 males/11 females). Immunoblot densitometries of HDAC4, HDAC5, H3ac, H3K9ac, H3K27ac, H3K9me3, and H3K27me3 were normalized to β-actin. Data are represented as means ± SEM and statistical analyses were performed with Kruskal–Wallis 1-way analysis of variance followed by an uncorrected Dunn's test (∗*P* < .05, ∗∗*P* < .01, ∗∗∗*P* < .001, and ∗∗∗∗*P* < .0001). (*D*) Transcript levels of *Hat1* normalized to *Gapdh* (C3H, n = 10 males/12 females; tx-j, n = 11 males/11 females).

### Chromatin Immunoprecipitation Sequencing (ChIP-seq) for H3K9ac and H3K27ac Integrated With RNA Sequencing (RNA-seq) Reveals Altered Epigenetic Regulation and Transcript Levels of Genes Involved in Energy Metabolism and Liver Regeneration

To identify genes regulated by the epigenetic alterations to histone acetylation in tx-j mice, we conducted and integrated analyses of H3K9ac and H3K27ac by ChIP-seq and gene expression by RNA-seq in the liver. Differential H3K27ac peaks in tx-j compared with C3H liver were mapped to more than 8000 genes (I) (Supplementary Table 1), but the number of significant differential H3K27ac-associated genes was reduced when tx-j mice were compared with those treated with PCA (II), choline (III), or the combination of the 2 interventions (IV) (Figure 5*A*). Differential H3K9ac peaks between tx-j and C3H liver were mapped to more than 500 genes (Supplementary Table 2). Similar to the H3K27ac analysis, transcriptome analysis revealed more than 10,000 genes differentially expressed in tx-j compared with C3H liver (I) (Supplementary Table 3), with fewer differentially expressed genes comparing groups of tx-j mice in response to interventions (II, III, and IV) (Figure 5*B*). When comparing untreated tx-j with PCA-treated tx-j liver, 40 genes were found to be differentially enriched for H3K27ac, whereas 2554 genes were differentially expressed (Supplementary Table 4 and 5). Increased methyl group availability through choline supplementation showed a small effect on histone acetylation-mediated gene transcription with 112 genes differentially acetylated and 6 genes differentially expressed when comparing untreated with choline-treated tx-j mice (Supplementary Tables 6 and 7). In PCA+choline-treated mice vs untreated, only 30 H3K27ac genes were enriched, whereas 2776 genes were differentially expressed (Supplementary Tables 8 and 9). As shown in volcano plots, there were significant differences between tx-j and C3H control mice for both H3K27ac ChIP-seq and RNA-seq, often in the same direction as either co–upregulated or co–downregulated genes (Supplementary Figure 4).

**Figure 5:**
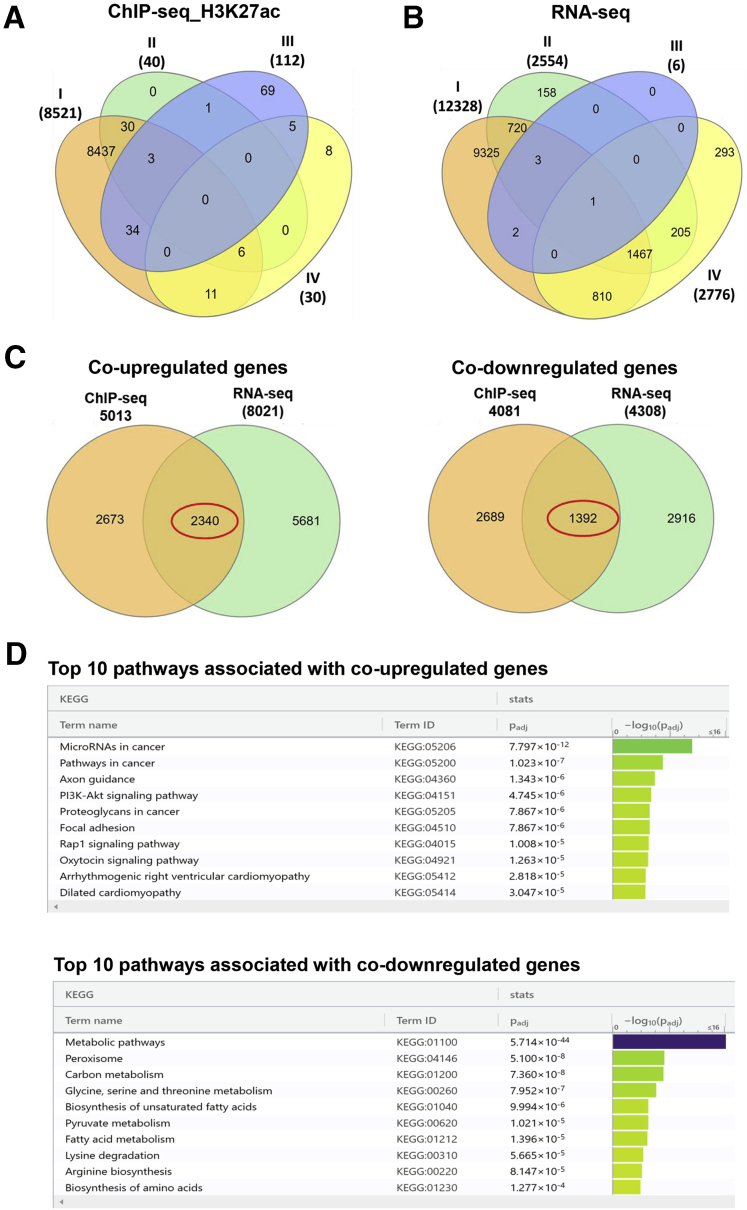
**H3K27ac-associated ChIP-seq and RNA-seq data analyses in the liver of tx-j mice.** ChIP-seq and RNA-seq were performed in livers of 24-week-old C3H, tx-j, tx-j+PCA, tx-j+choline, and tx-j+PCA+choline groups (n = 3 males/3 females per group). (*A* and *B*) Venn diagrams showing numbers of H3K27ac-associated differentially enriched genes detected by ChIP-seq and differentially expressed genes by RNA-seq. I, C3H vs tx-j; II, tx-j vs tx-j+PCA; III, tx-j vs tx-j+choline; IV, tx-j vs tx-j+PCA+choline. (*C*) Numbers of common significantly co–upregulated and co–downregulated genes between ChIP-seq and RNA-seq analyses. (*D*) Pathway enrichment analysis showing the top 10 significantly associated pathways with differentially expressed co–upregulated and co–downregulated genes between ChIP-seq and RNA-seq by g:Profiler.

When ChIP-seq and RNA-seq analyses were overlapped, 2340 genes were co–upregulated and 1392 were co–downregulated between C3H and tx-j livers (Figure 5*C*, Supplementary Table 10). Pathway analysis of co–upregulated and co–downregulated genes from ChIP-seq and RNA-seq analyses using g:Profiler^25^ identified target genes related to the phosphatidylinositol-3-kinase and protein kinase B (PI3K–AKT) signaling pathway (55 genes), including *Fgfr1*, *Bcl2l1*, *Ccnd2*, *Col4*, *Myb*, and *Lama5*; 1-carbon metabolism (29 genes), including *Gck*, *Aldh6a1*, *Cat*, *Eno*, *Adh5*, *Acat2*, and *Sdh*; fatty acid metabolism (18 genes), including *Scd1*, *Acaa2*, *Fasn*, *Scp2*, and *Acat2*; lysine degradation (16 genes), including *Kmt5a*, *Gcdh, Nsd1*, *Kmt2b*, *Setmar*, *Ehmt2*, *Acat2*, and *Setd1a*; and biosynthesis of amino acids (20 genes), including *Shmt2*, *Acy1*, *Eno1*, *Mat1a*, and *Pklr* (Figure 5*D*, Supplementary Table 11).

Next, we specifically examined differential expression of 1623 genes encoding transcription factors (TF) in tx-j compared with C3H mice. As shown in the Venn diagram, 174 TF genes were shared between tx-j co–upregulated genes and 80 TF genes were shared between tx-j co–downregulated genes when compared against total known TF genes in mice (Figure 6*A*, Supplementary Table 12). Epigenetic Landscape In Silico deletion Analysis (Lisa), which uses publicly available ChIP-seq data for transcription factors and chromatin regulators, was used to determine gene-enriched transcription factors. Top enrichments included transcription factors known to play a role in liver function/development (forkhead box A2 [FOXA2], hepatocyte nuclear factor 4 alpha [HNF4A], and retinoid x receptor alpha [RXRA]) and liver lipid metabolism (peroxisome proliferator-activated receptor α [PPARα]). (Figure 6*B*).

**Figure 6:**
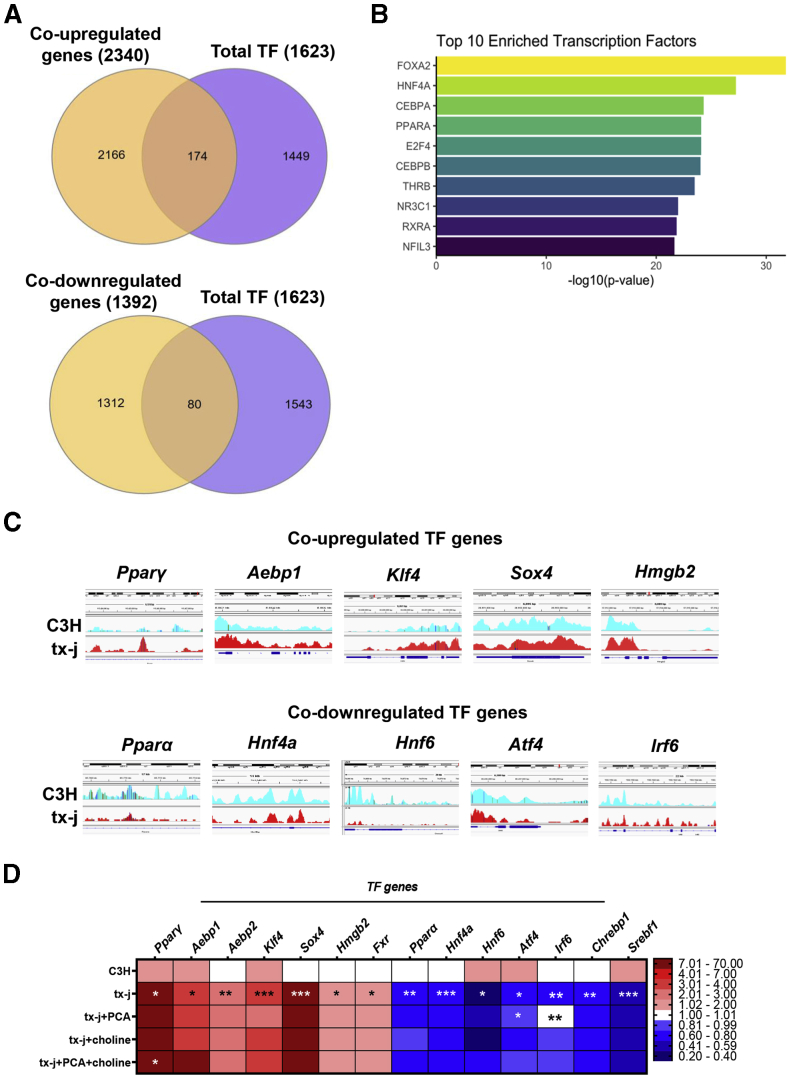
**Transcription factors within differentially expressed genes between C3H and tx-j mice.** Using the ChIP-seq and RNA-seq data from livers of 24-week-old C3H and tx-j mice (3 males/3 females per group), differentially expressed genes in ChIP-seq and RNA-seq analyses were overlapped with total known mouse transcription factors. (*A*) Venn diagrams showing the number of common co–upregulated (174) and co–downregulated (80) transcription factor genes. (*B*) Bar graph showing the top 10 enriched TFs associated with differentially expressed co-regulated genes between ChIP-seq and RNA-seq by Lisa. (*C*) ChIP-seq peaks showing enrichment of H3K27ac for transcription factors, selected by their involvement in liver and metabolic diseases. (*D*) Heatmap displaying qPCR gene transcript levels of representative mouse transcription factors. Relative expression data are normalized to *Gapdh* (3 males/3 females per group). Data are represented as means ± SEM and statistical analyses were performed with Kruskal–Wallis 1-way analysis of variance followed by an uncorrected Dunn's test (∗*P* < .05, ∗∗*P* < .01, and ∗∗∗*P* < .001) for C3H vs tx-j and tx-j vs tx-j+PCA, choline, or combined treatments.

To gain mechanistic insight into histone deacetylation and acetylation-/methylation-associated TF regulation, we examined the transcript levels of key TF genes involved in liver development (*Hnf4a* and *Hnf6*), liver fibrosis (*Aebp1* and *2*, *Smad2*, and *Hmgb2*), steatosis and lipogenesis (*Pparγ*, *Sox4*, *Fxr*, *Chrebp*, *Pparα*, *Irf6*, and *Srebf1*), oxidative stress (*Klf4* and *Atf4*), and apoptosis (*Irf6*). ChIP-seq peaks revealed notably different enrichment of H3K27 acetylation sites for several of these genes in tx-j mice compared with C3H (Figure 6*C*). Gene expression analysis revealed significantly upregulated TF genes, including, *Pparγ*, *Aebp1* and *Aebp2*, *Sox4*, *Klf4*, *Hmgb2*, and *Fxr*, while significantly downregulated genes included *Pparα*, *Hnf4a*, *Hnf6*, *Irf6*, *Atf4*, *Chrebp*, and *Srebf1* in tx-j compared with C3H mice (Figure 6*D*). Copper chelation with PCA significantly increased transcript levels of *Irf6* and *Atf4* while choline supplementation did not show any significant effect. PCA+choline only elicited a significant response from *Pparγ*.

### HDAC5 Levels in tx-j Mice Are Modulated by High-Fat Dietary Intervention

HDAC5 is known to be affected by nutrient availability and the metabolic state.^26^ Given this trait and the associated lipid-related metabolic pathways from the acetylome/transcriptome analyses, tx-j and C3H mice were challenged with a 60% kcal fat diet (HFD) for 8 days and livers were collected at 9 weeks of age. The 9-week time point was chosen as tx-j mice do not yet have significant liver disease at this early stage, therefore, changes seen in HDAC levels would be independent of liver damage. Tx-j mice on control chow demonstrated significantly lower levels of triglycerides compared with C3H (Figure 7*A*). Both tx-j and C3H mice on HFD had increased hepatic triglycerides and cholesterol compared with chow, confirming the HFD had a rapid and detectable effect in the liver. Following the same pattern, HDAC5 protein levels trended lower in tx-j mice on control chow compared with C3H; however, after 8 days of HFD, tx-j HDAC5 protein levels were significantly increased (Figure 7*B*, Supplementary Figure 5*A*).

**Figure 7:**
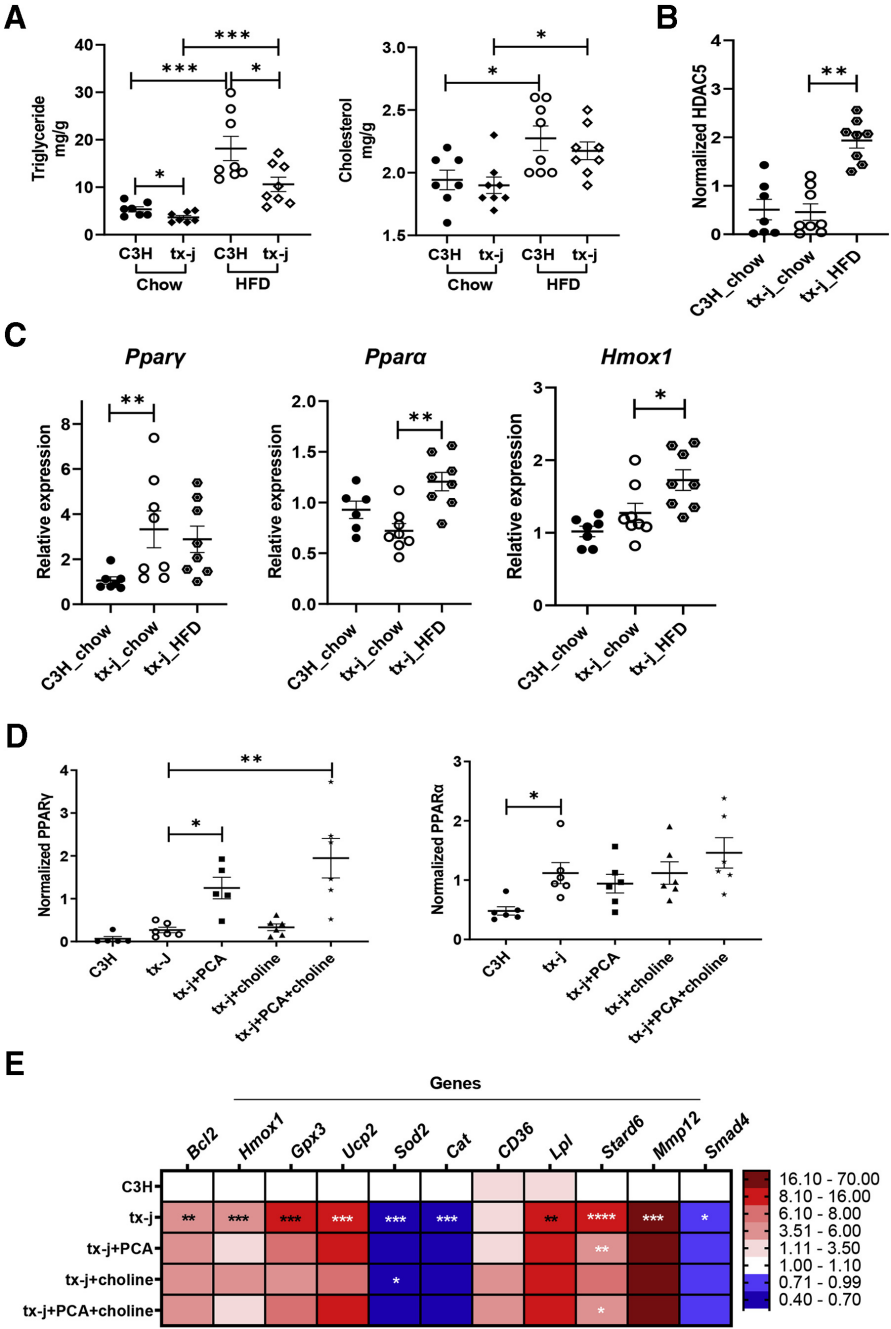
**Dietary modulation (high fat, choline, PCA) of HDAC5 and metabolic regulators PPARα and PPARγ.** (*A–D*) Data are represented as means ± SEM. Statistical significance for all analyses was determined by Student's *t*-test for comparison between 2 groups and Kruskal–Wallis 1-way analysis of variance followed by an uncorrected Dunn's test for multiple groups (∗*P* < .05, ∗∗*P* < .001, ∗∗∗*P* < .001, and ∗∗∗∗*P* < .001). (*A*) Liver triglyceride and total cholesterol of mice on chow (C3H, n = 4 males/3 females; tx-j, n = 4 males/4 females) compared with C3H and tx-j (n = 4 males/4 females each) fed a HFD. Mice were challenged with a HFD for 8 days and tissues were collected at 9 weeks of age. (*B*) HDAC5 protein expression in total protein liver lysate from mice on chow or HFD. Immunoblot densitometry analysis was normalized to β-actin. (*C*) Liver transcript levels of *Pparγ*, *Pparα*, and *Hmox1* normalized to *Gapdh* in mice on chow or HFD. (*D*) Immunoblot densitometries of PPARγ and PPARα, normalized to β-actin, in total protein liver lysate of 24-week-old C3H (n = 3 males/3 females), tx-j (n = 3 males/2 females), tx-j+PCA (n = 3 males/3 females), tx-j+choline (n = 3 males/3 females), and tx-j+PCA+choline (n = 3 males/3 females). (*E*) Heatmap representing qPCR transcript levels of PPARα- and PPARγ-related genes measured in livers of 24-week-old C3H vs tx-j and tx-j vs tx-j+PCA, choline, or combined treatments (n = 3 males/3 females per group). Relative expression data are normalized to *Gapdh*.

PPARα and PPARγ were selected from the TF gene analysis for further examination as they are key regulators of lipid metabolism. PPARα and PPARγ were also shown to be associated with steatosis and the antioxidant response, and exhibited decreased and increased protein levels, respectively, concomitant with liver damage severity in patients with WD.^27^ During an early stage of disease progression (9 weeks of age), *Pparγ* transcript levels were significantly higher in tx-j than C3H mice and *Pparα* transcript levels were reduced, but 8 days of HFD were associated with significantly increased *Pparα* expression (Figure 7*C*). At a later stage of disease progression (24 weeks of age) in tx-j mice, PPARα and PPARγ (nonsignificant) protein levels were increased in tx-j compared with C3H mice (Figure 7*D*, Supplementary Figure 5*B*). In response to PCA, PPARγ levels were further increased compared with untreated tx-j, whereas PPARα was unaffected by PCA and/or choline. Moreover, transcript levels of PPARα- and PPARγ-associated genes *Bcl2*, *Hmox1*, *Gpx3*, *Ucp2*, *Lpl*, *Stard6*, and *Mmp12* were significantly increased while *Sod2*, *Cat*, and *Smad4* were decreased in tx-j mice compared with C3H. These findings indicate increases in fibrosis (*Smad4*), anti-apoptosis (*Bcl2* and *Mmp12*), antioxidant responses (*Hmox1*, *Ucp2*, *Gpx3*, *Cat*, and *Cd36*), uptake of fatty acids and β-oxidation (*Cat*, *Cd36*, and *Lpl*), and lipogenesis (*Stard6* and *Sod2*) in tx-j mice. PCA+choline treatment had a limited effect on gene expression, except on *Stard6* (Figure 7*E*). Of note, *Hmox1* was increased significantly in tx-j mice after 8 days of HFD (Figure 7*C*). Overall, these data suggest involvement of HDAC5 in the regulation of PPARα and PPARγ and their associated pathways in WD, and its potential to be modulated by dietary lipid intake.

## Discussion

The clinical, metabolic, and liver pathology features of WD indicate this condition, although rare, presents characteristics of more common liver diseases, including nonalcoholic fatty liver disease. Even though copper accumulation is clearly the primary underlying mechanism of liver damage in WD, the intersection of dietary, epigenetic, bioenergetic, and metabolic defects are contributing, amplifying, and potentially acting as priming factors in the development of hepatic and extrahepatic manifestations. Therefore, it is of crucial importance to identify the modulating elements connecting genetic, epigenetic, and metabolic pathways in WD, and we propose HDACs as major players in this role. The main findings of our study are as follows: First, decreased HDAC4 and HDAC5 levels were identified in livers of tx-j mice starting at early stages of hepatic copper accumulation and progressing with age-related worsening of liver disease. Second, reduced levels of HDACs are associated with dysregulation of histone acetylation marks H3K9ac and H3K27ac, corresponding with effects on gene expression. Furthermore, HDAC and histone acetylation alterations were counteracted by dietary supplementation of fat or methyl groups, or copper chelation by PCA. Finally, the genes affected by H3K27 acetylation in WD are involved in metabolism regulation. In recent years, expanding data have shown HDACs are key regulators of glucose homeostasis, and cardiovascular and endothelial function.^28^^,^^29^ HDACs also are known to be regulated by dietary factors as well as fasting vs feeding status. In agreement with available research, we demonstrated class II HDAC levels are regulated by multiple factors including copper levels, availability of methyl groups, and dietary fat.

Several studies have shown class IIa HDACs are regulated by AMPK via phosphorylation.^30^ Class IIa HDACs are highly regulated by their phosphorylation/dephosphorylation status with consequent modulation of gene transcription. HDAC5 molecules are phosphorylated at a number of serine residues that provide binding sites for chaperone proteins to export HDAC from the nucleus to the cytosol.^31^ Sequence analysis indicated phosphorylation sites are largely preserved between HDAC isoforms. In mouse livers, class IIa HDACs are phosphorylated by AMPK family kinases.^32^ Hepatocyte-specific knockdown of class IIa HDACs via RNA interference-induced deacetylation of FOXO led to inhibition of FOXO target genes with consequent lower blood glucose levels and increased glycogen storage. Salt-inducible kinase–dependent dephosphorylation of HDAC4 increases lipolysis through FOXO1 inactivation that eventually leads to depletion of accumulated triglycerides. Conversely, HDAC4 downregulation restores lipid accumulation.^33^^,^^34^ In mouse primary hepatocytes, HDAC5 plays a role in integrating the fasting state and endoplasmic reticulum (ER) stress signals to regulate hepatic fatty acid oxidation. This suggests HDAC5 could be a target for the treatment of obesity-associated hepatic steatosis.^20^ Taken together, these studies indicate central roles for class II HDACs in metabolic processes, including glucose homeostasis, energy metabolism, and lipogenesis.

While the primary downstream effects of class II HDACs impact glucose and lipid metabolism, they also have detrimental systemic effects. A mouse model with a liver-specific knockdown of class IIa HDACs, including HDAC4, HDAC5, and HDAC7, exhibits not only carbohydrate and lipid alterations in hepatocytes, but also systemic manifestations involving kidney and spleen abnormalities.^35^ This suggests the combination of reduced class IIa HDAC levels and increased copper levels could explain WD systemic manifestations, which span from brain to heart and kidney involvement. Class II HDACs have also shown involvement in other conditions, including cardiovascular, neurologic, metabolic, and intestine-related disorders. HDAC4 and HDAC5 affect neuronal development and axon regeneration; a lack of HDAC4 leads to severe skeletal abnormalities, neuronal developmental defects, and impairment of memory function.^36^^,^^37^ Copper dysregulation occurs in neurologic disorders such as Parkinson’s disease and Alzheimer’s disease.^38^ Interestingly, Parkinson’s and Alzheimer’s diseases have been associated with both high and low copper levels in the brain.^39^^,^^40^ Corroborating our studies, increased histone acetylation was associated with reduced HDAC levels in mouse brains as well as midbrain tissues of patients with Parkinson’s disease.^41^ Previous studies revealed a role for class IIa HDACs in gene expression regulation of cardiac hypertrophy and contractile dysfunction.^42^ Cardiac hypertrophy is associated with copper deficiency.^43^ HDAC4 and HDAC5 regulate *GLUT4* and *LXR* transcription in response to increased cyclic AMP (cAMP) signaling in cultured adipocytes of fasted mice.^44^ In 3T3-L1 adipocytes, hypoxia induced both HDAC5 and HDAC6 reduction with associated changes in the expression of adipokines and inducible cAMP early repressor and consequent development of metabolic abnormalities.^45^ It is also known that copper plays an important role in regulating lipid metabolism in various tissues, including skeletal muscle and adipose tissues.^46^^,^^47^ In the intestine, copper and lipid misbalances could be linked to gastrointestinal manifestations of WD,^48^ and HDAC effects on inflammation and barrier function in the intestinal epithelium are under investigation.^49^ Nevertheless, no studies have directly explored the connection between copper levels and HDAC regulation in brain, cardiovascular, or gastrointestinal diseases. We can speculate that copper may play an important role in gene expression through HDAC regulation in extrahepatic tissues of WD and other diseases.

A key element in interpreting our data is the time-course study on HDAC5 levels. Reduced hepatic HDAC5 levels were observed starting at day 6 postpartum, when hepatic copper levels are normal. The progression of hepatic copper accumulation and hepatic inflammation and fibrosis accompanied progressive reductions in tx-j HDAC levels, although it is evident that reduced HDAC levels are intrinsic to the tx-j mouse model and likely the result of impairments in development and regeneration mechanisms.^10^ These data are, therefore, more consistent with the reported proteasome-dependent degradation of phosphorylated class IIa HDACs in the cytosol^50^ than cytosolic protection by 14-3-3 binding.^51^

The regulation of HDAC5 and HDAC4 is complex. We propose the simplest mechanism explaining reduced HDAC5 in WD and its subsequent impact on transcription is phosphorylation by AMPK, leading to relocation from the nucleus to the cytosol and followed by degradation. Acute oxidative stress, ATP depletion, and transiently increased calcium are conditions thought to initiate phosphorylation of class IIa HDACs.^52^ Notably, AMPK is a kinase that is well known to be activated to various degrees by all these stimuli.^53^ The phosphorylation of threonine-172 activates AMPK and is associated with increased transcript levels of genes related to metabolism. As shown in our study and reported by previous *in vitro* studies, AMPK can phosphorylate HDAC5.^23^ Our current data showed increased ratios of phosphorylated to unphosphorylated AMPK and HDAC5 in WD mice (Figure 3). Moreover, hepatocyte treatment with an AMPK activator, AICAR, was associated with reduced expression of HDAC5, likely owing to a nucleus-to-cytosol pHDAC5 shift.

Our results reveal that HDAC5 levels are affected by dietary factors such as availability of methyl groups via choline supplementation and excess dietary fat. This likely has an effect on the risk of developing hepatic steatosis as well as systemic metabolic manifestations. Reduced class IIa HDAC4 and HDAC5 might play a central role in the regulation of H3K9 and H3K27 acetylation/methylation. Of note, HDAC5 knockdown was shown to increase H3K9 acetylation in mouse C3H10T1/2 cells,^54^ similar to tx-j vs C3H mice in our study. Altered HDAC4/5 regulation coincides with copper overload as shown in tx-j mice where acetylation and methylation are restored to control levels in response to copper chelation (Figure 4). H3K9ac and H3K27ac are associated with transcriptionally active chromatin, whereas H3K9me3 and H3K27me3 are associated with an inactive heterochromatin state. In our studies, this histone acetylation–methylation shift may lead to transcriptional reprogramming with consequent aberrant expression of numerous genes in WD.

ChIP-seq for H3K27 acetylation and RNA-seq analyses confirmed the regulation of hepatic metabolic pathways through histone acetylation mechanisms. In particular, the PI3K–AKT pathway was co-upregulated in tx-j compared with CH3 liver across both analyses. This pathway is of interest as it is extensively shown to be upregulated during the progression of nonalcoholic fatty liver disease with an associated risk of liver cancer.^55^^,^^56^ Other co-regulated pathways included one-carbon metabolism, which plays an important role in regulating energy metabolism and immune function in fatty liver disease and fibrosis.^57^ Our previous study also revealed copper-mediated inhibition of SAH hydrolase, and the consequent accumulation of SAH, leads to global DNA hypomethylation in tx-j mice.^12^ Our current findings corroborate and add to previous reports indicating an acetylation/methylation shift is involved in the regulation of metabolic pathways and related TF genes, including *Pparα*, *Pparγ*, *Chrebp*, *Srebf1*, *Fxr*, *Lxr*, *Rxra*, and *Stard6* (Figure 6*D*, Supplementary Table 13). Some important differentially regulated genes involve the following pathways: cell regeneration (*Hnf4a*, *Hnf6*, and *Myb*); cell cycling, development, and differentiation (*Fgfr1*, *Bcl2*, *Sox*, *Timp2*, *Gata2*, and *Klf4*); fatty acid metabolism (*Scd1*, *Fads*, *Fasn*, and *Acat2*); and oxidative and ER stress (*Hmox1* and *Atf4*). Our previous studies on DNA methylation in liver from WD patients showed hypermethylated WD liver DMRs were enriched in liver-specific enhancers, flanking active liver promoters and binding sites of liver developmental transcription factors, including HNF4A, RXRA, and FOXA2,^9^ which were recapitulated in the top 10 transcription factors enriched in this RNA-seq data set. This suggests convergence of DNA methylation and transcription factor regulation of gene expression in WD. Two of the most interesting targets are PPAR isoforms PPARα and PPARγ, known to regulate lipid and glucose homeostasis through their coordinated activities in liver, muscle, and adipose tissue.^58^ Our findings of increased PPARα and PPARγ in tx-j mice correspond to a study indicating changes in PPARα and PPARγ in WD patients.^27^ Previous studies have shown PPARα increases with mild liver damage and decreases with moderate or greater liver damage, while PPARγ was increased in WD patients concomitantly with the progression of liver damage. No previous studies have focused on PPAR signaling in WD. Many studies have reported the anti-inflammatory, antioxidant, and anti-apoptotic roles of PPARα and PPARγ,^59^, ^60^, ^61^, ^62^ which are supported further by our data of significantly increased PPARγ gene and protein expression after PCA treatment.

Activation of PPARα and PPARγ signaling is known for decreasing triglyceride and cholesterol levels in liver and plasma of mice and humans.^63^ Corroborating these effects, we also found liver (Figure 7*A*) and plasma (data not shown) triglyceride and total cholesterol levels reduced in tx-j mice on chow as well as HFD compared with control. Furthermore, the observed PPARγ effect on antioxidant gene expression of *Hmox1*, *Ucp2*, *Gpx3*, and *Cd36*, and anti-apoptotic gene *Bcl2*, could be part of a protective mechanism against copper-mediated oxidative stress in WD. A previous study showed mice fed a high-fat diet for 4 weeks exhibited increased HDAC5 levels in the medial hypothalamus^64^; we confirmed that even a short-term, 8-day, high-fat challenge induced a dramatic HDAC5 response. Interestingly, *Hmox1* and *Pparα* (Figure 7*C*) showed significant upregulation after short-term HFD exposure in tx-j mice. Bringing together all of the studied elements, a working model of HDAC5 regulation and impact on histone acetylation and subsequent gene regulation is proposed in Figure 8.

**Figure 8:**
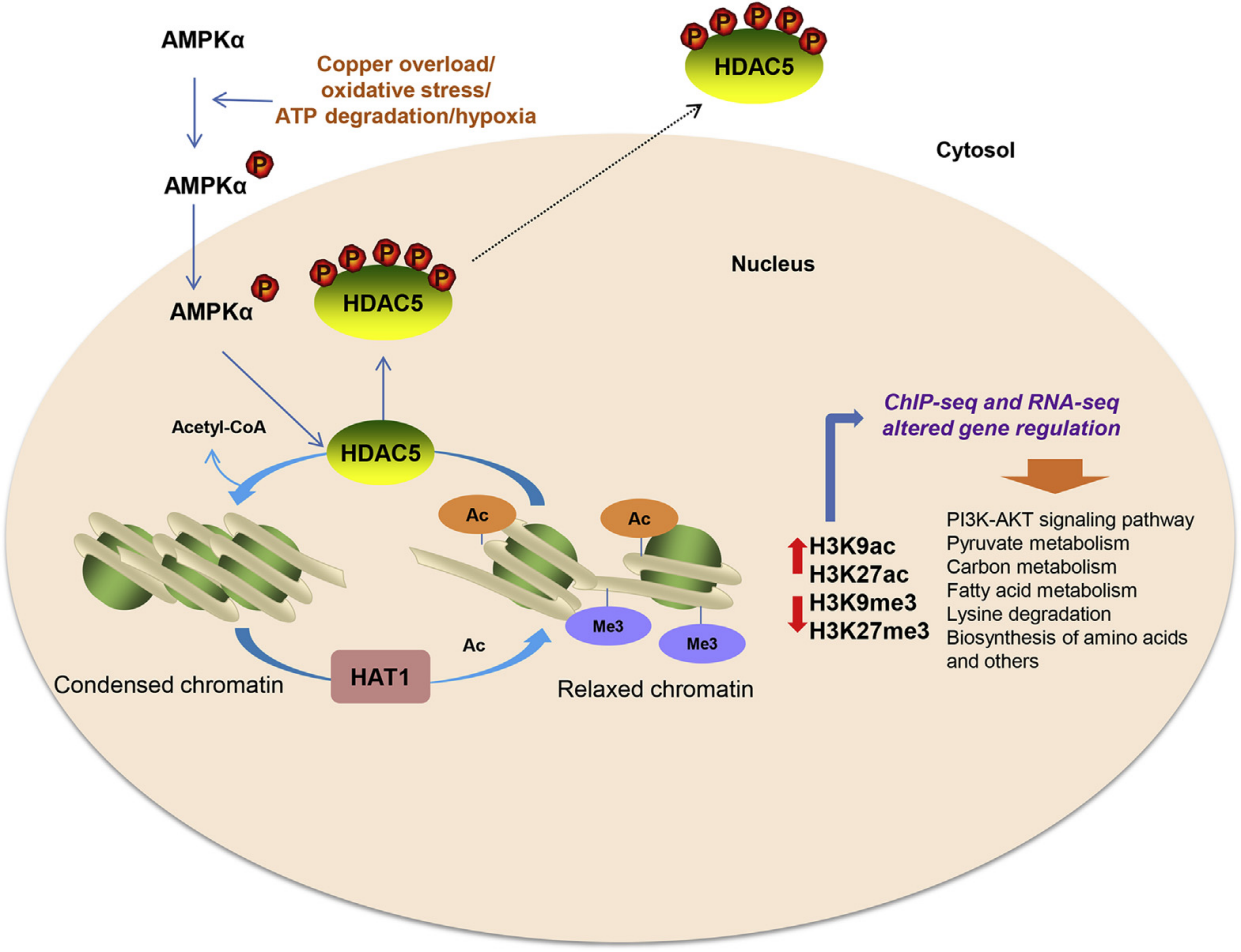
**Proposed schematic of HDAC5-mediated H3K9ac and H3K27ac regulation of gene expression and affected biological pathways in WD.** In WD, copper overload and oxidative stress might lead to phosphorylation of AMPK (active form). Increased phosphorylated AMPK could then phosphorylate HDAC5, which is subsequently exported to the cytosol. Lack of nuclear HDAC5 and increased histone acetyltransferase (HAT1) might cause an increase in acetylated histones (H3K9ac and H3K27ac) and decrease methylated histones (H3K9me3 and H3K27me3) with subsequent altered regulation of genes in WD. Our results show HDAC5 impacts the acetylation/methylation balance and serves as a critical regulator of genes central in metabolic regulation. ChIP-seq and RNA-seq revealed 3732 differentially expressed genes in the tx-j mouse model of WD, and the enrichment analysis of these genes included pathways related to lysine degradation, fatty acid metabolism, carbon metabolism, pyruvate metabolism, and signal transduction. PI3K-AKT, phosphatidylinositol-3-kinase and protein kinase B.

One disappointing but still insightful finding of our study is the limited effect of PCA, choline, and combined treatment on the number of genes regulated by histone acetylation. This could be interpreted as a potential explanation for the lack of a complete response to anti-copper treatment often observed in patients with WD. These findings may be due to the relatively short duration of intervention; copper chelation alone is not enough to reverse metabolic perturbations; and dietary choline can be shunted to other pathways in addition to DNA methylation. It remains unknown if metabolic aberrations in WD are independent or a direct result of copper accumulation. It is clear, however, that removal of excess copper alone cannot restore all epigenetically compromised pathways in WD. More interventions targeting HDAC5 and other identified dysregulated pathways are warranted and could serve as adjunct treatments. An appealing facet of HDAC5 is its ability to be modulated rapidly through diet, making it a potential target particularly for early intervention to prevent severe liver damage and associated metabolic complications. Among the identified TFs, PPARγ could emerge as a therapeutic target for fatty liver in WD, especially during the course of treatment with PCA or other copper chelators. Ultimately, class IIa HDAC4 and HDAC5, as key metabolic elements, represent a regulatory interface between genetic and metabolic factors affecting the varied phenotypic presentations and liver disease manifestations in WD.

## Material and Methods

### Animals

C3H control, tx-j, and *Atp7b*^-/-^ colonies were maintained at 20°C–23°C, 40%–65% relative humidity, and a 14-hour light/10-hour dark light cycle. Mice were maintained *ad libitum* on deionized water and LabDiet 5001 chow (Purina Mills, Inc, St. Louis, MO). C3H and tx-j mice were each maintained as homozygous colonies. *Atp7b*^-/-^ mice were maintained by a heterozygous breeding colony, which generated both homozygous mutant and wild-type controls. Tx-j mouse milk lacks sufficient copper for neonatal growth and development beyond day 10 on average, hence all tx-j pups were fostered to a lactating C3H dam by day 7 postpartum with the exception of postpartum day 6 pups, from which tissues were collected before fostering. Progeny were weaned between 21 and 28 days of age. A subgroup of the 9-week tx-j cohort was challenged with a 60% kcal fat diet (cat. D12492; Research Diets, New Brunswick, NJ), 8 days before tissue collection. At postpartum day 6, and 9, 12, 16, and 24 (C3H only) weeks of age, mice were euthanized and livers were flash-frozen in liquid nitrogen and then stored at -80°C until further analysis. All tissues were collected in the morning between 3 and 6 hours after lights went on in the animal room. All groups had relatively equal male/female representation.

For the 24-week tx-j cohort, tx-j females were fed either control Teklad 2020 chow (custom TD140163; Envigo, Madison, WI) or choline-supplemented Teklad 2020 chow (5 g/kg diet, custom TD160348; Envigo, Madison, WI) 2 weeks before mating. To circumvent the homozygous recessive mutation in tx-j dams that causes copper-deficient milk production, heterozygous tx-j breeders were used for this cohort to generate homozygous mutant tx-j progeny. Three days before mating, male breeders were fed whichever diet matched their prospective female to acclimate. Dams continued with their respective diets through mating, gestation, and lactation. DNA samples were obtained from pups between 8 and 12 days postpartum for genotyping. Genotyping was performed by the UC Davis Mouse Biology Program via TaqMan allelic discrimination. Progeny were weaned between 21 and 27 days of age onto the same diet as their dam. From 12 to 24 weeks of age, PCA (cat. P4875; Sigma-Aldrich, St. Louis, MO) was administered orally in the drinking water (100 mg/kg body weight/d) to a subgroup of tx-j control and choline-supplemented mice. Mice were euthanized at 24 weeks of age and livers were flash-frozen in liquid nitrogen and then stored at -80°C until further analysis. All tissues were collected in the morning between 3 and 6 hours after lights went on in the animal room. All groups had relatively equal male/female representation.

All mouse protocols were reviewed and approved annually by the UC Davis Institutional Animal Care and Use Committee and followed the guidelines of the American Association for Accreditation of Laboratory Animal Care. Humane care was provided according to criteria outlined in the Guide for the Care and Use of Laboratory Animals prepared by the National Academy of Sciences and published by the National Institutes of Health (publication 86–23, revised 1985; Bethesda, MD).

### HepG2 Cell Culture Experiments

HepG2 cells were obtained (HB-8065, lot: 70015966; American Type Culture Collection, Manassas, VA) and cultured in Eagle’s minimum essential medium with L-glutamate (cat. 50983283; Quality Biological, Gaithersburg, MD), 10% fetal bovine serum (cat. FB12999102; Fisher Scientific, Hanover Park, IL), and 1% penicillin/streptomycin (cat. 15140122; Gibco, Grand island, NY); cells were incubated at 37°C and 5% CO_2_. An equal number of cells were seeded in each well of 6-well or 10-cm collagen-treated cell culture plates per treatment group and incubated overnight to attach, with subsequent media changes twice per week. Upon 70%–75% confluency, cells were washed twice with phosphate-buffered saline (PBS) and treated with 100 mmol/L CuSO_4_ for 24 hours. Untreated HepG2 control cells were washed twice with PBS and provided with fresh medium. The following day, copper-treated cells were washed twice with PBS and subjected to treatment with PCA (1 mmol/L, cat. P4875; Sigma-Aldrich, St. Louis, MO), 5-aminoimidazole-4-carboxamide-1-β-D-ribofuranoside in dimethyl sulfoxide (0.1–1 mmol/L, AICAR, cat. 501011663; Fisher Scientific, Hanover Park, IL), or isoproterenol (5–25 μmol/L, cat. I2760; Sigma-Aldrich, St. Louis, MO) for 24 hours.

### RNA Isolation

Total RNA was extracted from frozen mouse liver (20–25 mg) and HepG2 cells (5–6 million) using the AllPrep DNA/RNA Mini Kit (cat. 80204; Qiagen, Hilden, Germany) according to the manufacturer’s instructions. Sample purity and concentration were measured by a Thermo Scientific Nanodrop spectrophotometer (Carlsbad, CA) and RNA integrity was evaluated by agarose gel electrophoresis. Total RNA was stored at -80°C until further use.

### Quantitative Polymerase Chain Reaction (qPCR)

Mouse liver total RNA (5 μg) and HepG2 total RNA (4 μg) was input to reverse-transcribe with the SuperScript III First-Strand cDNA Synthesis kit (cat. 18080051; Invitrogen, Carlsbad, CA) according to the manufacturer’s instructions. Primers for mouse cDNA sequences were designed using the free online application Primer 3 (http://bioinfo.ut.ee/primer3-0.4.0) and blasted against the mouse genome using NCBI Nucleotide BLAST to check primer specificity (http://blast.ncbi.nlm.nih.gov/Blast.cgi). 

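The primer sequences were compared with the 141767 transcripts of GENCODE release M21, the gene annotation of the GRCm38 mouse genome to which the RNA-seq reads were aligned. The comparison used sequences only and no liver sample, and it covered the 26 complete pairs of Table S13. In 23 pairs, both primers matched a transcript of the gene whose RefSeq record the table lists, without a mismatch and facing each other. In 19 of these pairs, no other gene had such a product. In the remaining 3 pairs, the forward primer matched without a mismatch and the reverse primer differed from the transcript at 1 base. Counted from 1 at the 5′ end of the reverse primer, with the primer's base first and the base that would match the transcript last, the difference was C4T in *Atf4*, G2A in *Klf4*, and G11A in *Sod2*. The *Klf4* reverse primer matched 1 other gene without a mismatch, whereas the reverse primers of *Atf4* and *Sod2* matched no gene without a mismatch. The reference sequence is that of C57BL/6J mice, and the sequence of the C3H background was not used here. The paper names C3H strains, whereas the labels of the RNA-seq samples give C57BL/6J for every mouse. Whether the differences at 1 base reflect the strain was therefore left open. The *Gapdh* pair had a product of 64 bases on *Gapdh* and an equally long product on 30 other genes, of which 27 were annotated as processed pseudogenes, 1 as a transcribed processed pseudogene, and 2 as protein-coding genes. When up to 1 mismatch per primer was allowed, the number of genes with a product of this pair rose from 31, *Gapdh* included, to 68. The *Hnf6* pair also matched the long noncoding RNA gene *Gm20649*, and the *Stard6* pair also matched the processed pseudogene *Gm9795*. With up to 1 mismatch per primer, the *Aebp2* pair also had a product on the processed pseudogene *Gm14240*, and the *Klf4* pair also had one on the processed pseudogene *Gm48640*. The pair listed as *Hmgb2* is described in the table as HMG box domain containing 4, and both primers matched transcripts of *Hmgxb4*, the gene of the listed RefSeq record. The forward primer AGGAGACAGAGGGCATGGTG and the reverse primer GGACAGCCGTTCAGTTCAGG gave a product of 121 bases from exons 9 and 10 of 11, between positions 75024157 and 75029597 of chromosome 8, in the coding sequence of *Hmgxb4*. Neither primer had a site with up to 2 mismatches in a transcript of *Hmgb2*. The pair listed as *Sox6*, with the forward primer GCGACACAATGTACTGCGTTTT and the reverse primer TGCTATCACCATGCCATAGGAC, matched *Sox4*, again the gene of the listed RefSeq record, and the long noncoding RNA gene *Gm26735*. Its product of 101 bases lies in the 3′ untranslated region of the single exon of *Sox4*, from 28949381 to 28949481 on chromosome 13, and neither primer had a site with up to 2 mismatches in a transcript of *Sox6*.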

The amplification efficiency (E) of all assays was calculated from the slope of a standard curve generated via 10-fold serial dilution of pooled control cDNA using the following formula: E = 10^(-1/slope)^-1. Melt curve analysis and agarose gel electrophoresis of the PCR product were checked to confirm amplicon specificity. All samples (no-template control, mouse cDNA 1/25 dilution, interplate QC were run in triplicate with SYBR Green Master Mix (cat. 4364344; Applied Biosystems, Foster City, CA) on an Applied Biosystems ViiA 7 Real-time PCR System. 

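Across all 26 pairs, with the 3 pairs that had a 1-base difference included, the expected products were 64 to 128 bases long, with a median of 107 bases. Each of the 26 products lay inside its gene as positioned in the annotation columns of the deposited count table. Of the products, 18 lay in coding sequence, 7 in a 3′ untranslated region, and 1 across the end of the coding sequence. A primer or product that crosses a junction between exons can separate cDNA from the genomic DNA of the same gene, which still holds the intron. The separation can fail where few bases of the primer lie beyond the junction, and it was not tested here. In the forward primers of *Hat1* and *Klf4*, only 3 of 18 and 5 of 21 bases lay before the junction. Crossing a junction also need not separate cDNA from other genes on which the pair has a product. Of the products, 5 covered more than 1 exon and 21 lay within 1 exon, where cDNA and genomic DNA give products of equal length. The *Klf4* product covered more than 1 exon, and with up to 1 mismatch per primer this pair also had a product on the processed pseudogene *Gm48640*. The other products that covered more than 1 exon were those of *Aebp1*, *Gpx3*, *Hat1*, and *Hmgxb4*. The pairs with these products had no product on another gene with up to 2 mismatches per primer. The paper's table marks 7 of the 52 primers as overlapping an exon-exon junction, and 5 primers crossed a junction in the annotation, of which 3 were among those marked. These 3 were the reverse primer of *Gpx3* and the forward primers of *Klf4* and of the pair that matched *Hmgxb4*. In *Aebp1* and *Hat1*, the forward primer crossed the junction in the annotation, whereas the table marks the reverse primer. The other marked primers, the forward primer of *Chrebp* and the reverse primer of *Stard6*, lay within 1 exon. *Hat1*, which encodes histone acetyltransferase 1, lies on the plus strand of chromosome 2 from 71388958 to 71441622. Its product of 121 bases joins exons 8 and 9 of 11, and on the genome its ends lie at 71421737 and 71434172, a span of 12436 bases. Only the first 3 bases of the product lie in exon 8, and the rest lie in exon 9. The long span therefore depends on these 3 bases, and whether exon 9 alone gives a product from genomic DNA was not tested. The sequence of this product is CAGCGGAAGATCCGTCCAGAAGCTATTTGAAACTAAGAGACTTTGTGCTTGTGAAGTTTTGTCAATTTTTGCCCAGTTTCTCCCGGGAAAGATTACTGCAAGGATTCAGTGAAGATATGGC. The *Ampka1* pair matched *Prkaa1*, which encodes the catalytic α1 subunit of AMPK and lies on the plus strand of chromosome 15 from 5143861 to 5181899. Its product of 98 bases, from 5180600 to 5180697, lies in the 3′ untranslated region in exon 9, the last exon. The *Pparα* product of 128 bases lies in the coding sequence in exon 7 of 8, from 85798060 to 85798187 on chromosome 15, and the *Pparγ* product of 125 bases lies in the coding sequence in exon 4 of 7, from 115450952 to 115451076 on chromosome 6.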

Primer sequence details are listed extensively in Supplementary Table 13.

### Western Blot

Mouse liver samples (35–40 mg) were homogenized on ice with a hand-held OMNI International TH homogenizer with ice-cold RIPA lysis buffer containing Complete Mini Protease Inhibitor Cocktail and PhosSTOP Phosphatase Inhibitor Cocktail (cat. 11836170001 and 4906845001; Roche Diagnostics, Mannheim, Germany). In cell culture experiments, cells were lysed by adding ice-cold RIPA buffer directly to each well. Cell protein lysates were homogenized by sonication for 2–5 seconds. Both cell and tissue lysates were centrifuged for 20 minutes at 10,000 rpm and 4°C and the supernatant was collected*.* Protein concentration was determined with the Pierce BCA Protein Assay Kit (cat. 23225; Thermo Fisher Scientific, Rockford, IL) according to the manufacturer’s protocol. All samples and standards were plated in duplicate and read on a Bio Tek Synergy H1 microplate reader. Equal amounts of protein (25 μg) were denatured 1:1 in 2× Laemmli buffer (cat. 1610737; Bio-Rad, Hercules, CA) at 95°C for 10 minutes, and then held on ice. Proteins were separated by sodium dodecyl sulfate–polyacrylamide gel electrophoresis and transferred onto a pre-activated polyvinylidene difluoride membrane using the Bio-Rad Trans-Blot Turbo transfer system. Membranes were blocked with 5% nonfat milk in tris-buffered saline with Tween-20 (TBST) for 2 hours and then probed with the desired primary antibodies overnight at 4°C. Membranes were washed in TBST and then incubated with the appropriate horseradish-peroxidase–conjugated anti-rabbit or anti-mouse IgG secondary antibody for 1 hour at room temperature. Membranes were washed in TBST again and blots were developed with Clarity Western ECL substrate (cat. 1705061; Bio-Rad, Hercules, CA). Membranes were visualized using a FujiFilm LAS-4000 imaging system. Densitometry analyses were quantified using Multi Gauge software (Fujifilm, Cambridge, MA) and normalized to β-actin. Antibodies and dilutions are listed in Table 1.

**Table 1:** Antibodies for Immunoblotting

Antibody	MW	Vendor	Cat. number	Dilution
Primary antibodies				
AMPKα	62	Cell Signaling Technology, Danvers, MA	23A3	1:1000
H3ac	17	Millipore, Burlington, MA	06-599	1:500
H3K27ac	15	Abcam, Cambridge, MA	ab177178	1:1000
H3K27me3	15	Sigma-Aldrich, St. Louis, MO	07-449	1:500
H3K9ac	17	PMT BIOLABS, Chicago, IL	PMT-156	1:2000
H3K9ac	17	Active Motif, Carlsbad, CA	39918	1:500
H3K9me3	17	Abcam, Cambridge, MA	ab8898	1:1000
HDAC5	124	Cohesion Biosciences, London, UK	CPA2445	1:500
HDAC4	119	Boster Biological Technology, Pleasanton, CA	A00971-1	1:500
PPARα	52	Abcam, Cambridge, MA	ab24509	1:500
PPARγ	53	Cell Signaling Technology, Danvers, MA	81B8	1:1000
pAMPKα	63	Cell Signaling Technology, Danvers, MA	2535	1:1000
pHDAC5	124	Affinity Biosciences, Pottstown, PA	ABIN6267700	1:500
β-actin	42	Sigma-Aldrich, St. Louis, MO	A5441	1:5000
Secondary antibodies				
Anti-mouse		Jackson Immunoresearch Laboratories, West Grove, PA	115-035-003	1:10,000
Anti-rabbit		Jackson Immunoresearch Laboratories, West Grove, PA	111-035003	1:10,000

MW, molecular weight.

### Immunohistochemistry

Immunohistochemical analysis was performed as previously described.^65^^,^^66^ Briefly, mouse liver tissues were fixed in 10% zinc formalin, embedded in paraffin, and sectioned. Tissue sections were stained with anti-HDAC5 antibody (cat. sc-133225; Santa Cruz Biotechnology, Dallas, TX) and cell nuclei were detected by 4′,6-diamidino-2-phenylindole. Parallel staining with nonspecific IgG was performed to detect background noise. Imaging was performed using a Keyence All-in-One Fluorescence Microscope BZ-X800 (Osaka, Japan), and optical density analysis was performed using ImageJ (version 1.53h, National Institutes of Health, Bethesda, MD). Tissues from 3 mice/group, 60 cells/mouse were analyzed.

### Liver Triglycerides and Cholesterol

All samples were assayed by the UC Davis Mouse Metabolic Phenotyping Center. Briefly, 100–110 mg liver was homogenized using sodium sulfate and a pestle and mortar. Chloroform and methanol were added at a 2:1 ratio and samples were incubated overnight at 4°C. Sodium chloride (0.7% solution) was added the next day and samples were incubated overnight at 4°C to separate the chloroform layer. The next day, the supernatant was aspirated, and a sample was taken from the chloroform layer and evaporated using N_2_ gas. The sample was reconstituted with isopropanol and reagents from Fisher Diagnostics (Carlsbad, CA) were used to assay for total cholesterol (cat. TR13421) and triglycerides (cat. TR22421).

### Chromatin Immunoprecipitation

ChIP was performed using the MAGnify Chromatin Immunoprecipitation System (cat. 492024; Thermo Fisher Scientific, Carlsbad, CA) according to the manufacturer’s instructions. Frozen liver tissue (50 mg) was minced in Dulbecco's PBS and homogenized with a dounce tissue grinder (cat. D8938-1SET, Sigma-Aldrich, St. Louis, MO). At room temperature, homogenized tissue was cross-linked with 1% formaldehyde for 10 minutes and then quenched with 0.125 mol/L glycine for 5 minutes, swirling gently approximately every 2 minutes during incubation. The cross-linked mixture was centrifuged at 200 × g for 10 minutes at 4°C and then washed twice with cold PBS buffer and resuspended in lysis buffer supplemented with proteinase inhibitors for 1 hour at 4°C. The lysates were sonicated with an E220 sonicator (Covaris, Woburn, MA; peak incident power, 140 W; duty factor, 5%; cycle/bust, 200; duration, 75 s) to yield 200–500 base pair DNA fragments. Samples were centrifuged at 12,000 × g for 15 minutes at 4°C to pellet debris and the chromatin-containing supernatant was transferred to new sterile tubes.

Next, the chromatin samples were diluted in cold dilution buffer with protease inhibitors to a final volume of 100 μL per reaction and 10 μL from each chromatin sample was reserved for input control. Coupled antibody–Dynabeads were prepared by adding Dynabeads protein A/G and 2 μg antibody (H3K9ac [cat. 39918; Active Motif, Carlsbad, CA] or H3K27ac [cat. ab177178; Abcam, Cambridge, MA]) to 100 μL ice-cold dilution buffer and rotating the tubes end-over-end at 4°C for 1 hour. ChIP was performed by incubating diluted chromatin with the appropriate antibody–Dynabeads complex and rotating the tubes end-over-end at 4°C for 2 hours. Using a Thermo Fisher Scientific DynaMag-PCR magnet, the beads were washed 3 times each with ice-cold IP buffer 1 and twice with ice-cold IP buffer 2. The supernatant was discarded, and reverse cross-linking buffer prepared with proteinase K was added into the IP sample tubes to reverse the cross-linking. The beads were resuspended fully by vortexing and incubated at 55°C for 15 minutes in a Bio-Rad C1000 Touch thermal cycler, and then repelleted with the magnet. The IP sample liquids were transferred to new sterile tubes, incubated at 65°C for 15 minutes, and cooled on ice for 5 minutes.

To purify the DNA, magnetic purification beads prepared with DNA purification buffer were added to each tube. After pipetting up and down 5 times to mix, samples were incubated at room temperature for 5 minutes, beads were pelleted with the magnet, and the supernatant was discarded. The beads were washed 2 times using DNA wash buffer following the same procedure. The DNA was eluted with DNA elution buffer by incubating at 55°C for 20 minutes in a thermal cycler. The purified DNA was analyzed by ChIP–qPCR data relative to input using the mouse negative control and mouse positive control primer set *Gapdh* in the ChIP-IT qPCR analysis kit (cat. 53029; Active Motif). Reaction conditions were programmed with initial denaturation at 50°C for 2 minutes and 95°C for 10 minutes, followed by 40 cycles of 95°C for 15 seconds and 60°C for 1 minute. The relative percentages of input enrichment and fold enrichment were calculated with the following formulas: [100∗2^ˆ^ (Cq adjusted input-Cq IP)] and 2^-ΔΔCq^, respectively.

### ChIP-Seq Analysis

KAPA Hyper Prep Kit (cat. KK8502; Kapa Biosystems, Wilmington MA) was used for end repair, A-tailing, and adapter ligation with the KAPA Unique Dual-Indexed Adapter Kit (cat. KK8727; Kapa Biosystems, Wilmington MA) according to the manufacturer’s instructions. Briefly, ChIP DNA was subjected to end repair and A-tailing by adding End Repair and A-Tailing buffer and enzyme mix, incubating at 20°C for 30 minutes, followed by 60°C for 30 minutes, and then cooling to room temperature. Adaptor ligation was performed by adding adapter stock, ligation buffer, DNA ligase, and PCR-grade water to the reaction product, and incubating at 20°C for 25 minutes. Post-ligation clean-up was performed with 0.8× KAPA Pure Beads (Kapa Biosystems, Wilmington MA); beads were mixed with the ligation product and incubated for 15 minutes to bind DNA to the beads. The bead/DNA complex was captured using the DynaMag-PCR magnet and washed twice with 80% ethanol. Purified DNA was eluted with DNA elution buffer at room temperature for 2 minutes. Library amplification was performed with KAPA HiFi HotStart ReadyMix and Library Amplification Primer Mix, and the following PCR program: initial denaturation at 98°C for 45 seconds, denaturation at 98°C for 15 seconds, annealing at 60°C for 30 seconds, extension at 72°C for 30 seconds, final extension at 72°C for 1 minute, and then hold at 4°C. Library amplification was performed for 7 (H3K27ac) and 13 cycles (H3K9ac), plus 1 full cycle on the PCR product to get rid of PCR bubbles. A 0.7×–0.9× KAPA Pure Beads double-sided size selection was performed after PCR amplification. An Agilent Bioanalyzer 2100 was used to profile the sizes, concentrations, and qualities of the libraries. Libraries were subjected to high-throughput sequencing by Novogene Corporation, Inc, on an Illumina NovaSeq S4 platform and 150-bp paired-end reads were generated.

ChIP-seq data analysis was performed by the UC Davis Bioinformatics Core. The raw read data were filtered using HTStream (version 1.2.0, Moscow, ID), which included screening for contaminants (such as PhiX), removing PCR duplicated reads, overlapping paired reads, quality-based trimming, and adapter trimming. BWA MEM (version 0.7.16a, Cambridge, UK) was used to align the processed data to the mouse genome (GRCm38). Calling peaks was performed using phantompeakqualtools (version 1.2.2, Stanford, CA). Bioconductor (version 3.11, Boston, MA) package DiffBind (version 2.12.0, Cambridge, UK) was used to combine raw count data for all peaks across replicates using R (version 3.6.3, Vienna, Austria). Finally, GREAT (version 4.0.4, Stanford, CA) was used to find the regulatory domains for the peaks and the genes within those domains.

### RNA-Seq Analysis

RNA-seq library production and sequencing were performed by Novogene Corporation, Inc. (Sacramento, CA). RNA degradation and contamination were monitored on 1% agarose gels and purity was checked using the Implen NanoPhotometer spectrophotometer (Westlake Village, CA). RNA integrity and quantitation were assessed using the RNA Nano 6000 Assay Kit (cat. 5067-1511; Agilent, Santa Clara, CA) of the Agilent Bioanalyzer 2100 system. A total of 1 μg RNA per sample was used as input material. Sequencing libraries were generated using the NEBNext Ultra RNA Library Prep Kit for Illumina (cat. E7530L; New England Biolabs, Ipswich, MA) following the manufacturer’s recommendations, and index codes were added to attribute sequences to each sample. Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was performed using divalent cations under elevated temperature in NEBNext First Strand Synthesis Reaction Buffer. First-strand cDNA was synthesized using random hexamer primers and M-MuLV Reverse Transcriptase (RNase H-). Second-strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of the 3’ ends of DNA fragments, NEBNext adaptors (cat. E7600S; New England Biolabs, Ipswich, MA) with hairpin loop structure were ligated to prepare for hybridization. To preferentially select cDNA fragments of approximately 150–200 bp in length, the library fragments were purified with the AMPure XP system (cat. A63881; Beckman Coulter, Beverly, MA). USER enzyme (3 μL) was used with size-selected, adaptor-ligated cDNA at 37°C for 15 minutes followed by 5 minutes at 95°C before PCR. PCR was performed with Phusion High-Fidelity DNA polymerase, NEBNext Universal PCR primer for Illumina, and NEBNext Index primer. PCR products were purified again with the AMPure XP system and library quality was assessed on the Agilent Bioanalyzer 2100. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using PE Cluster Kit cBot-HS (cat. PE-401-4001; Illumina, San Diego, CA) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina NovaSeq S4 platform and 150-bp paired-end reads were generated.

Raw reads (FASTQ) were processed through fastp (version 0.20.0, Shenzhen, China), removing reads containing adapter and poly-N sequences and low-quality reads while simultaneously calculating Q20, Q30, and guanine-cytosine (GC) content. Paired-end clean reads were aligned to the mouse reference genome (GRCm38) using the Spliced Transcripts Alignment to a Reference software (v2.6.1d, Menlo Park, CA). FeatureCounts (v1.5.0-p3, Parkville, Australia) was used to count the reads mapped to each gene. Reads per kilobase of transcript, per million mapped reads of each gene was calculated based on the length of the gene and the reads mapped to the gene.

All sequencing data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO series accession number GSE168972 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE168972).

### Statistical Analysis

#### ChIP-seq

Bioconductor packages edgeR (version 3.26.8, Sydney, Australia) and limma (version 3.40.6, Parkville, Australia) were used to perform differential expression analysis across the called peaks. Data were prepared by first choosing to keep peaks that achieved at least 1 count per million in at least 1 sample; calculating normalization factors with the trimmed mean of M value; and applying the voom transformation. A completely randomized design was implemented, comparisons of interest were extracted using contrasts, and moderated statistics were computed using the empirical Bayes procedure, eBayes. Finally, each peak was corrected for multiple testing using the Benjamini–Hochberg false discovery rate correction. Differential expression was defined as an adjusted *P* < .05 or less.

#### RNA-seq

Differential expression analysis between 2 groups (3 biological replicates per group) was performed using the DESeq2 R package (v1.20.0, Heidelberg, Germany). The resulting *P* values were adjusted using the Benjamini–Hochberg approach for controlling the false discovery rate. Genes with an adjusted *P* < .05 were considered differentially expressed.

#### qPCR and Western blot

Student's *t-*test was used to compare differences between 2 groups. For multiple-group comparisons, Kruskal–Wallis 1-way analysis of variance followed by an uncorrected Dunn's test was performed with GraphPad Prism software (version 9.0, San Diego, CA). Data are presented as means ± SEM, and *P* < .05 was considered statistically significant.

### Other

InteractiVenn (http://www.interactivenn.net/index.html), a web-based tool, was used for identifying differentially expressed co–upregulated and co–downregulated genes between RNA-seq and ChIP-seq analyses and creating Venn diagrams. Gene ontology enrichment analyses of differentially expressed genes were conducted with the web-based server g:Profiler (https://biit.cs.ut.ee/gprofiler/gost). Epigenetic Landscape In Silico deletion Analysis (lisa.cistrome.org) was used to determine functional relevance of differentially expressed TF genes.

All authors had access to the study data and have reviewed and approved the final manuscript.

## CRediT Authorship Contributions

Gaurav V. Sarode, PhD (Conceptualization: Lead; Data curation: Lead; Formal analysis: Lead; Investigation: Lead; Methodology: Lead; Writing – original draft: Lead; Writing – review & editing: Lead)

Kari E. Neier, PhD (Formal analysis: Supporting; Writing – review & editing: Supporting)

Noreene M. Shibata (Data curation: Supporting; Investigation: Supporting; Writing – original draft: Supporting; Writing – review & editing: Lead)

Yuanjun Shen (Investigation: Supporting; Writing – original draft: Supporting; Writing – review & editing: Supporting)

Dmitry A. Goncharov (Investigation: Supporting; Writing – review & editing: Supporting)

Elena A. Goncharova, PhD (Funding acquisition: Supporting; Writing – review & editing: Supporting)

Tagreed A. Mazi (Writing – review & editing: Supporting)

Nikhil Joshi (Formal analysis: Supporting; Writing – original draft: Supporting; Writing – review & editing: Supporting)

Matthew Lee Settles (Formal analysis: Supporting; Writing – review & editing: Supporting)

Janine M. LaSalle, PhD (Conceptualization: Supporting; Funding acquisition: Supporting; Writing – review & editing: Lead)

Valentina Medici, Professor (Conceptualization: Lead; Funding acquisition: Lead; Methodology: Lead; Project administration: Lead; Supervision: Lead; Writing – original draft: Lead; Writing – review & editing: Lead)

# Supplementary material for: Wilson Disease: Intersecting DNA Methylation and Histone Acetylation Regulation of Gene Expression in a Mouse Model of Hepatic Copper Accumulation
**Source:** Cell Mol Gastroenterol Hepatol. 2021 Jun 4;12(4):1457–77. doi: 10.1016/j.jcmgh.2021.05.020
**Supplement:** Supplementary Data S1

**Supplementary Information for**

**Wilson disease: intersecting DNA methylation and histone acetylation in a mouse model of hepatic copper accumulation**

Gaurav V. Sarode^1^, Kari Neier^2^, Noreene M. Shibata^1^, Yuanjun Shen^3^, Dmitry A Goncharov^3^, Elena A. Goncharova^3^, Tagreed A. Mazi^4,5^, Nikhil Joshi^6^, Matthew L. Settles^6^, Janine M. LaSalle^2^*, Valentina Medici^1^*

* Authors share co-senior authorship

Professor

University of California, Davis

Department of Internal Medicine, Division of Gastroenterology and Hepatology

Sacramento, California 95817

**Table of Contents**

| Section | Page |
| --- | --- |
| Supplementary Figures | 2 |
| Supplementary Tables | 8 |

**Figure S1: Age- and dose-dependent immunoblots of HDAC4 and HDAC5 in mouse and HepG2 models of WD.**

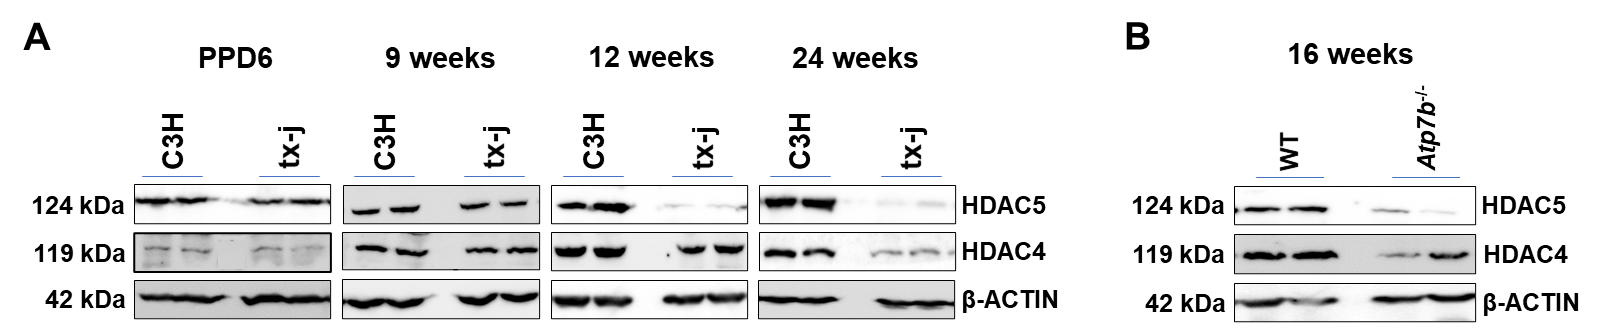

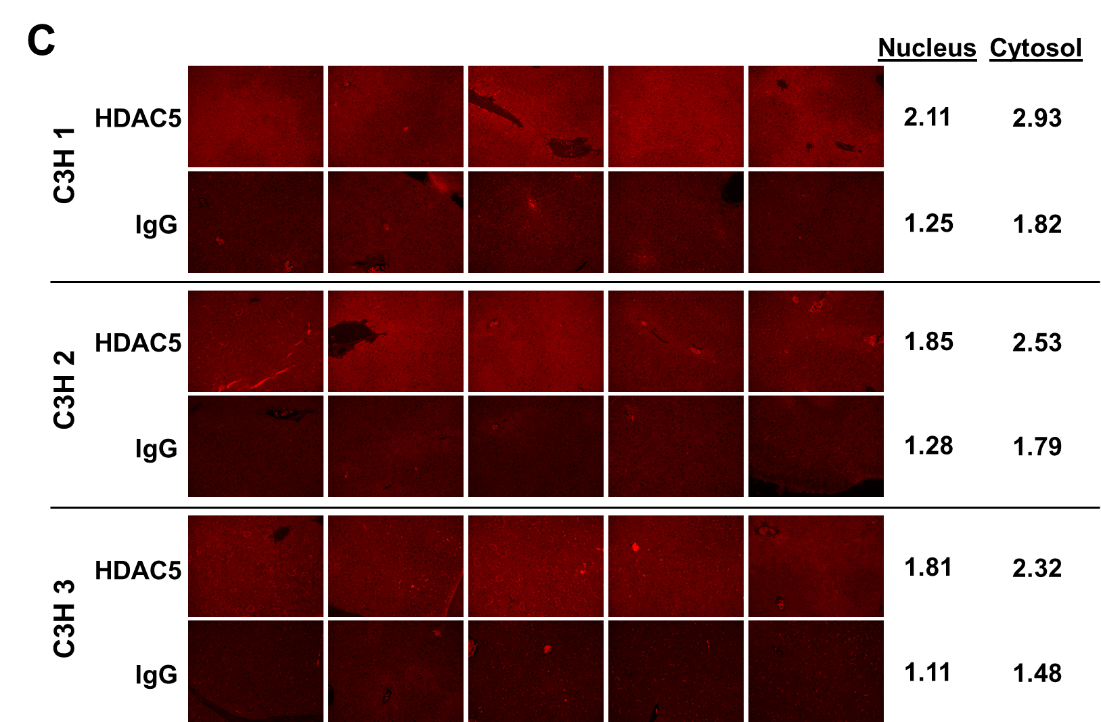

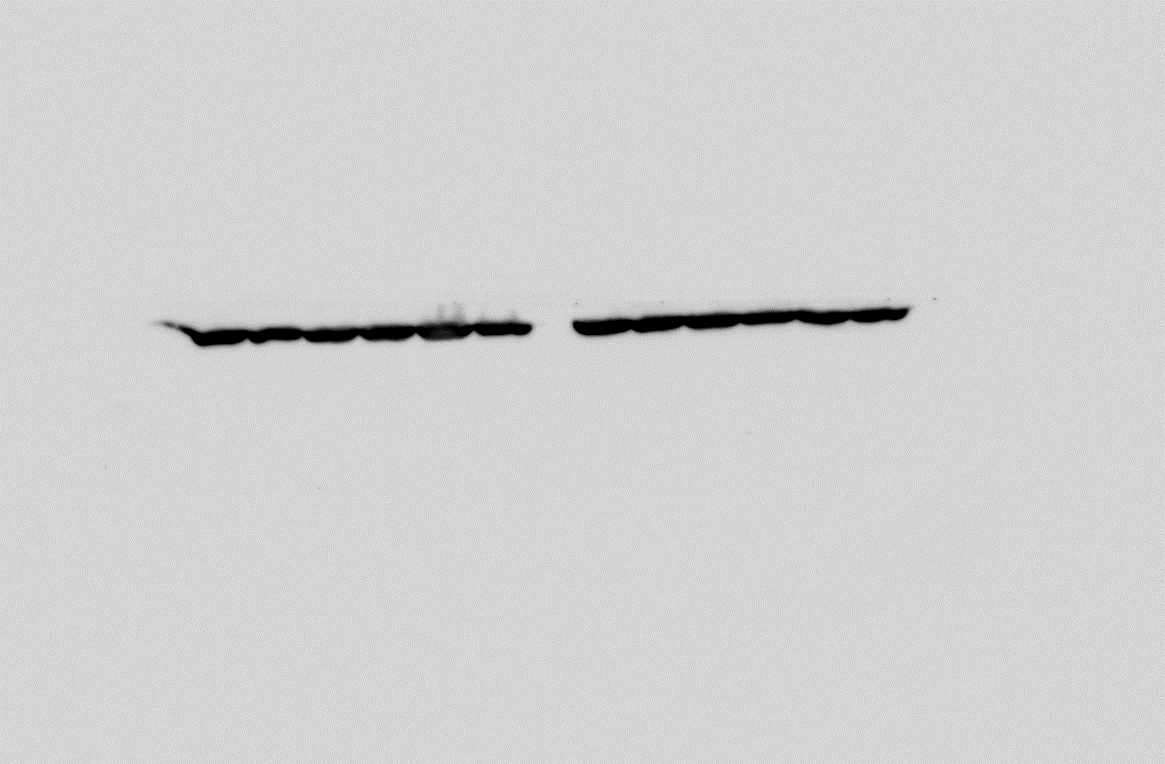

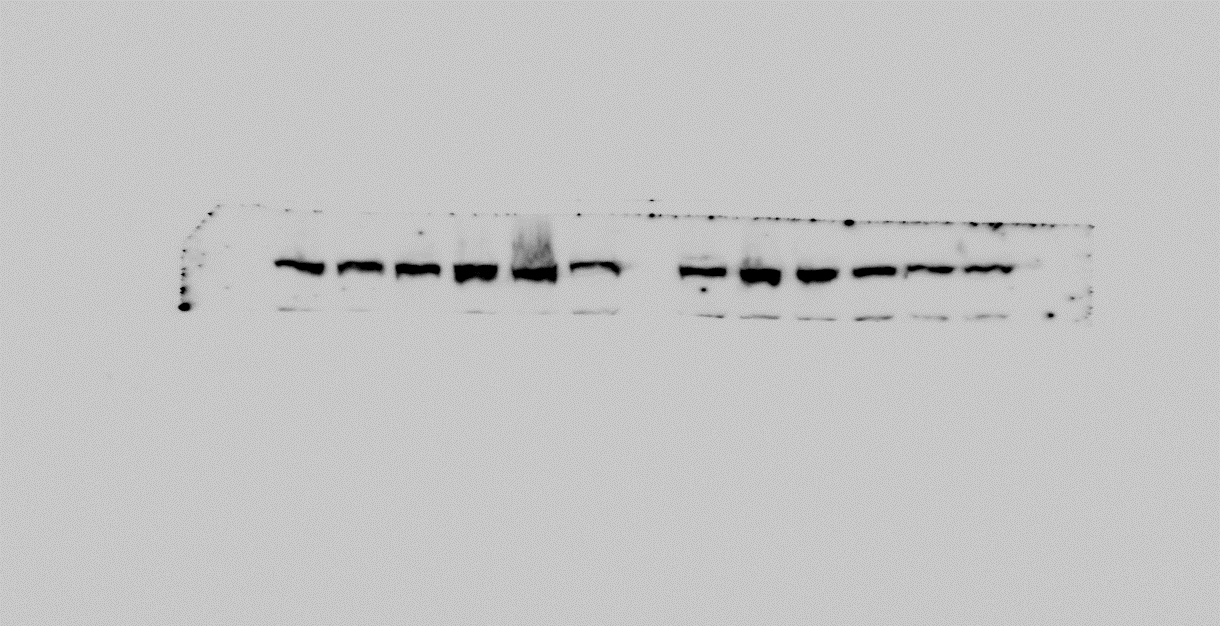

**42 kDa**

**124 kDa**

**HDAC5**

**β-ACTIN**

**µM 0 5 10 25**

**HepG2 cells: IPN treatment**

**D**

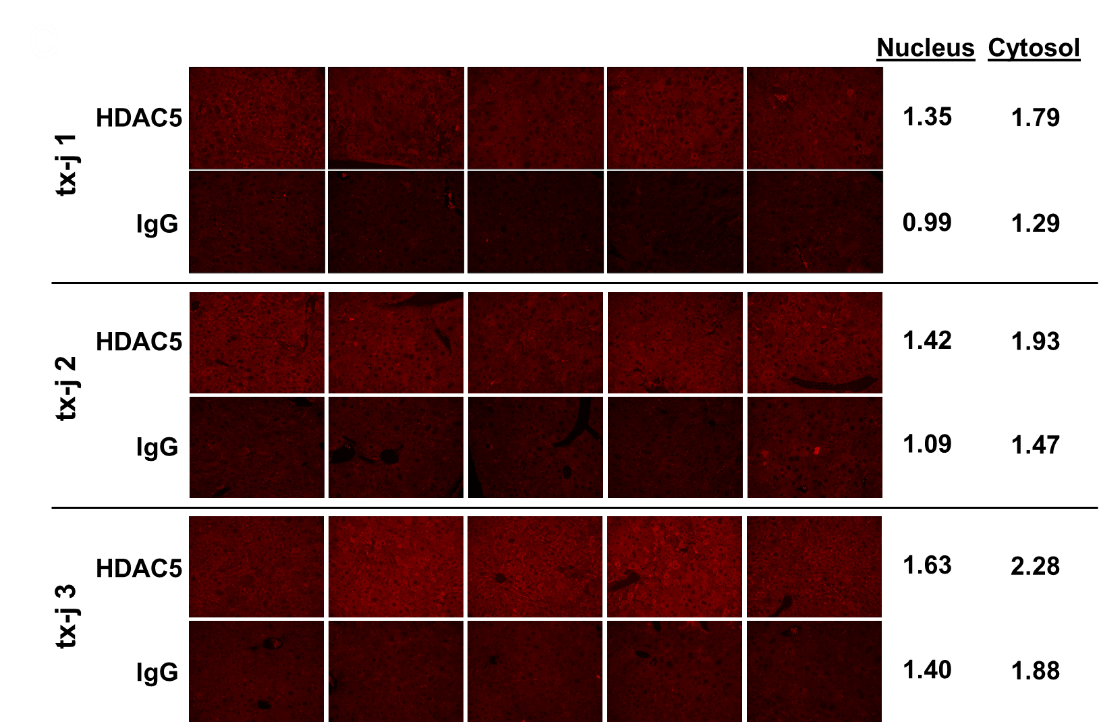

A: Total protein liver lysate for histone deacetylase (HDAC) 4 and HDAC5 protein expression in tx-j mice compared to C3H control at post-partum day 6 (PPD6; C3H n=4M/4F, tx-j n=5M/4F), 9 weeks (C3H n=4M/3F, tx-j n=4M/4F), 12 weeks (C3H n=4M/4F, tx-j n=4M/3F), and 24 weeks (C3H n=10M/12F, tx-j n=11M/11F). Immunoblot images show 2 representative samples per group per time point. B: Total protein liver lysate for HDAC4 and HDAC5 protein expression in 16-week old *Atp7b*^-/-^ (n=7M/4F) mice and wild-type (WT, n=6M/5F). Immunoblot images show 2 representative samples per group. C: Immunoblot of HepG2 cell lysates treated with 50µM of CuSO_4_ for 24 hours followed by 24-hour treatment with isoproterenol (IPN, 0-25µM, n=3), a HDAC5 activator. β-ACTIN was used as loading control in all immunoblots.

**Figure S2: Immunoblots of AMPKα signaling in 24-week old tx-j mice and AICAR treatment in HepG2 cells.**

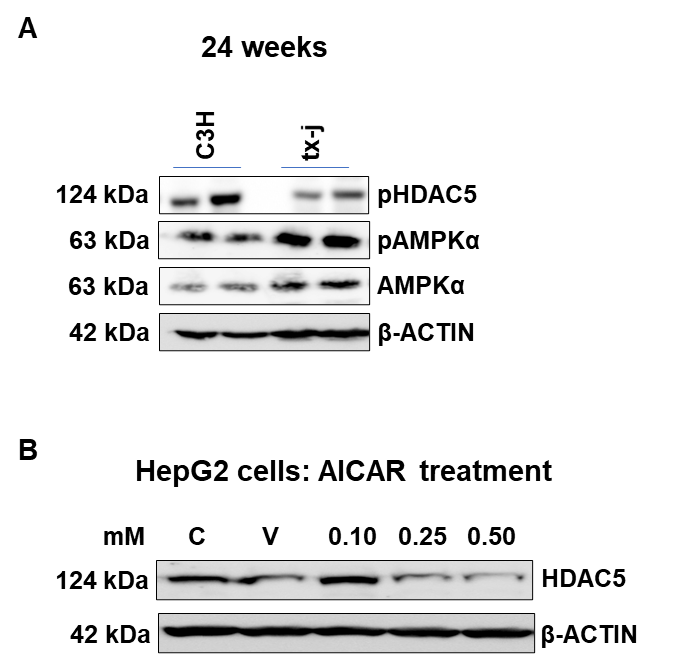

A: Total protein liver lysates of total AMPKα, phosphorylated AMPKα (pAMPKα), and phosphorylated HDAC5 (pHDAC5) obtained from 24-week old C3H (n=3M/3F) and tx-j (n=3M/2F). Immunoblot images show 2 representative samples per group. B: HDAC5 immunoblot of HepG2 cell lysates treated with 50 µM CuSO_4_ for 24 hours followed by 5-aminoimidazole-4-carboxamide-1-β-D-ribofuranoside (AICAR) treatment (0-0.5 mM; n=3), an AMPK activator, for 24 hours. C=control, V=treated with vehicle (DMSO) only.

**Figure S3: Immunoblots of HDACs and H3 marks in response to PCA and choline.**

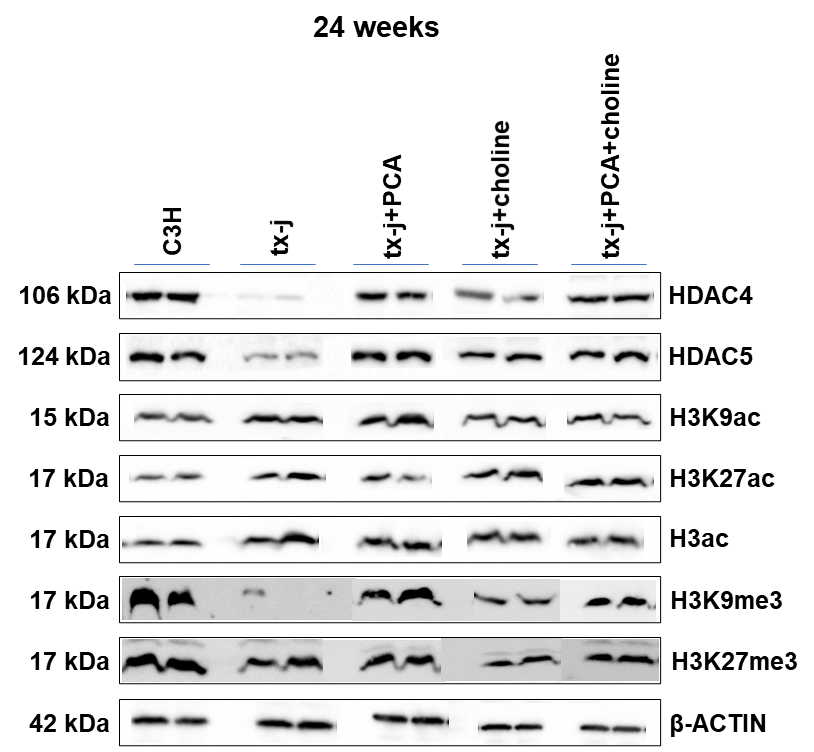

Immunoblots of total protein liver lysates from 24-week old C3H (n=10M/12F) and tx-j mice (n=11M/11F), and tx-j mice treated with PCA (n=11M/10F), choline (n=8M/13F), and PCA+choline (n=10M/11F). Immunoblot images show 2 representative samples per group.

**Figure S4: ChIP-seq and RNA-seq volcano plots.**

Volcano plots showing the separation of differentially regulated genes (p<0.05) in both ChIP-seq (left) and RNA-seq (right) comparing livers of 3M/3F 24-week old C3H vs. tx-j mice. Data are represented as -log p-value vs. log2 fold change.

**Figure S5: HDAC5, PPARγ, and PPARα immunoblots in response to dietary modulation.**

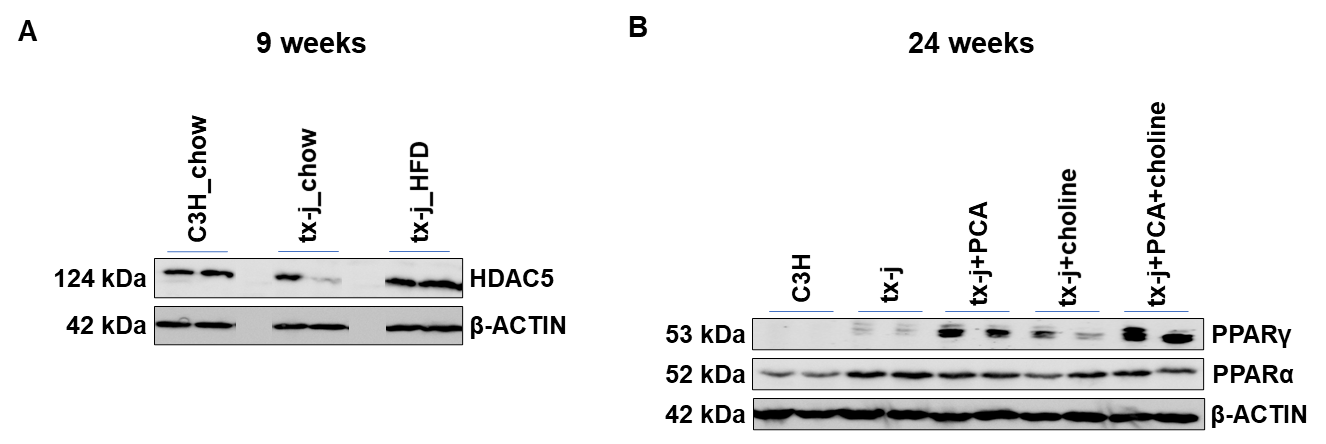

A: HDAC5 protein expression in total protein liver lysate from 9-week mice on chow (C3H n=4M/3F, tx-j n=4M/4F) and fed a 60% kcal fat diet (HFD, n=4M/4F each) for 8 days. B: Immunoblots of PPARγ and PPARα in total protein liver lysate of 24-week old C3H, tx-j, tx-j+PCA, tx-j+choline, and tx-j+PCA+choline (n=3M/3F per group). Immunoblot images show 2 representative samples per group.

**Table S13: Primers for qPCR analyses.**

How the deposited data were processed for this re-analysis (not part of the article)

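Liver RNA from 24-week-old mice was sequenced in 5 groups of 6 mice, the C3H control and the tx-j mice that were untreated or received PCA, choline, or both. The authors trimmed the reads, aligned them to the GRCm38 genome, counted them per gene, and deposited a table of gene counts and a table of FPKM values over 54532 genes. The 2 tables hold 60 columns of per-sample values, 30 in each, headed by codes that match no sample label and no sample list found in the paper. None of the 60 columns was assigned to a mouse or a group, and none was used. Column order and the values themselves were not used to assign them. The comparisons between groups that had been set before the data were examined were therefore not run, and no count, fold change, or P value from these tables is reported. The depth of the samples is likewise not reported.

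The values given here compare the primers of Table S13 with the reference annotation. From the deposited count table, only annotation columns were taken, namely the identifier, name, chromosome, start, end, strand, and biotype of genes. The table of primers was read as 26 complete pairs, and 1 reverse primer listed without a forward primer was not analysed here. Each primer and its reverse complement were compared with every position of the 141767 transcripts of GENCODE release M21 (GRCm38), counting mismatched bases without gaps, in Python 3.11.15 with numpy 2.4.6. A product was a site of each primer on one transcript, on opposite strands and facing each other, up to 1000 bases long. Sites without a mismatch gave the counts of matching pairs, and sites with up to 1 or 2 mismatches per primer, a shorter limit on the product, and a smaller set of transcripts were tried as alternatives. The gene of each pair was taken from its listed RefSeq record. Positions, exons, and coding or untranslated regions come from the transcript that carries this record where it held a product, and otherwise from the longest protein-coding transcript with a product, those of the GENCODE basic set first, and positions are counted from 1 on GRCm38. Genomic sites outside annotated transcripts were not searched. The search was tested on 200 simulated pairs cut from transcripts, and it recovered all 150 pairs within the limit of 2 mismatches. In this test, mismatches were placed in the forward primer only, and a sample of the transcripts was searched. Mismatches in the reverse primer were therefore not covered by it. Matching sequences give the expected product of a pair and no measured amount of any transcript. The primer comparison and the pairs described one by one were chosen after the primer table and the matches had been seen.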

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

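The alternatives set before the data were examined all concerned comparisons between groups in the RNA-seq counts. They were not run, because the columns of the deposited tables could not be matched to samples. No paired analysis was possible because the columns carry no replicate number. The alternatives below were chosen after seeing the data.

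The number of pairs with a product on the gene of the listed RefSeq record was 23 without mismatches and 26 with up to 1 or up to 2 mismatches per primer. The number of pairs with a product on that gene and no other was 19 without mismatches and 20 with up to 1 or up to 2 mismatches, and these were not all the same pairs. With mismatches allowed, the *Aebp2* pair left this set because it also had a product on the processed pseudogene *Gm14240*, and the *Atf4* and *Sod2* pairs entered it. The *Klf4* pair, which had no product without mismatches, then had one on *Klf4* and one on the processed pseudogene *Gm48640*. Both counts stayed at 23 and 19 when products were limited to 300 bases or when only the transcripts of the GENCODE basic set were searched. The expected products were at most 128 bases long, so the limit of 300 bases could not change the count of 23. Under each of these alternatives, 2 pairs were listed under the name of another gene than the one with the product. The number of genes with a product of the *Gapdh* pair depended on the mismatches allowed. It was 31 without mismatches, 68 with up to 1 mismatch, and 127 with up to 2 mismatches per primer, and it remained 31 under the shorter product limit and in the basic set. The products of this pair without mismatches were 64 bases long, so the shorter limit could not change the 31. Of the products without mismatches, 19 lay within 1 exon and 4 covered more than 1 exon, and with up to 1 or 2 mismatches these numbers were 21 and 5.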

Differences from the paper's values

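The paper's table marks 7 primers as overlapping an exon-exon junction, and 5 primers crossed a junction in GENCODE release M21, of which 3 are marked in the table. The paper lists a pair for *Hmgb2*, and the product of this pair was found on *Hmgxb4*, with no site of either primer within 2 mismatches in *Hmgb2*. The table lists a pair for *Sox6*, a gene for which neither primer had a site within 2 mismatches, and its product was found on *Sox4*, the name used in the paper's text.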
